# Thyrocyte-specific inactivation of *p53* and *Pten* results in anaplastic thyroid carcinomas faithfully recapitulating human tumors

**DOI:** 10.18632/oncotarget.380

**Published:** 2011-12-20

**Authors:** Valeria G. Antico Arciuch, Marika A. Russo, Mariavittoria Dima, Kristy S. Kang, Florence Dasrath, Xiao-Hui Liao, Samuel Refetoff, Cristina Montagna, Antonio Di Cristofano

**Keywords:** thyroid cancer, mouse model, anaplastic, glycolysis, PI3K, Pten, p53

## Abstract

Anaplastic thyroid carcinoma (ATC) is the most aggressive form of thyroid cancer, and often derives from pre-existing well-differentiated tumors. Despite a relatively low prevalence, it accounts for a disproportionate number of thyroid cancer-related deaths, due to its resistance to any therapeutic approach. Here we describe the first mouse model of ATC, obtained by combining in the mouse thyroid follicular cells two molecular hallmarks of human ATC: activation of PI3K (via *Pten* deletion) and inactivation of *p53*. By 9 months of age, over 75% of the compound mutant mice develop aggressive, undifferentiated thyroid tumors that evolve from pre-existing follicular hyperplasia and carcinoma. These tumors display all the features of their human counterpart, including pleomorphism, epithelial-mesenchymal transition, aneuploidy, local invasion, and distant metastases. Expression profiling of the murine ATCs reveals a significant overlap with genes found deregulated in human ATC, including genes involved in mitosis control. Furthermore, similar to the human tumors, [*Pten, p53*]^thyr−/−^ tumors and cells are highly glycolytic and remarkably sensitive to glycolysis inhibitors, which synergize with standard chemotherapy. Taken together, our results show that combined PI3K activation and p53 loss faithfully reproduce the development of thyroid anaplastic carcinomas, and provide a compelling rationale for targeting glycolysis to increase chemotherapy response in ATC patients.

## INTRODUCTION

Thyroid cancer is the most common endocrine neoplasm, and one of the few tumor types for which incidence has been increasing over the past 20 years [1]. Well-differentiated thyroid cancers (papillary and follicular) have generally a good prognosis and can be effectively managed through a combination of surgery and radioactive iodine treatment [2]. Anaplastic thyroid carcinoma (ATC) represents the most aggressive and undifferentiated subtype of thyroid cancer. It often coexists with well-differentiated tumors, suggesting that it arises from pre-existing follicular or papillary tumors [3, 4]. Although it comprises less than 5% of thyroid malignancies, ATC accounts for up to 40% of deaths from thyroid cancer [5]. In fact, ATC is almost invariably lethal, with no effective therapy available [6, 7]. Thus, its median survival of around 4 months, due to rapid onset, tracheal and esophageal invasion, and uncontrolled metastases to the lungs and, to a less extent, to bones, skin and brain, has not changed in more than half a century [8]. Dedifferentiation, a hallmark of ATC, is manifested by loss of specific thyroid cell characteristics and functions, including expression of thyroglobulin, thyroid peroxidase, thyroid stimulating hormone receptor and the Na/I symporter, NIS [9]. Other ATC characteristics include pleomorphism, with often coexisting areas of squamoid, spindle cell, and giant cell morphology [10], epithelial-to-mesenchymal transition [7], and neutrophilic infiltrate [11].

Molecular characterization of ATCs has revealed a high degree of chromosomal instability and aneuploidy [12]. In addition, common alterations in a number of signal transduction pathways have been identified. Molecular changes that characterize ATC have been recently reviewed in a number of publications [9, 13, 14], and involve most often *p53* loss or inactivation, and activation of the PI3K cascade, of RAS family members, or of BRAF.

One major obstacle to the development of more effective therapeutic approaches to ATC has been the lack of an immunocompetent, autochthonous mouse model closely recapitulating the clinicopathological features of human ATC. In spite of significant advancements, most genetically engineered mouse models described to date only develop differentiated thyroid cancer, such as PTC [15-17] and FTC [18-20]. One notable exception is represented by the *Braf*^V600E^ transgenic model, which develops poorly differentiated foci from concurrent papillary lesions [21]

In this study, we report the characterization of the first mouse model of ATC, based on the simultaneous activation of the PI3K signaling cascade and inactivation of *p53* in the mouse thyroid epithelial cells. The tumors developing in these mice closely phenocopy human ATCs, undergo the glycolytic shift known as Warburg effect, and are highly sensitive to the therapeutic use of glycolytic inhibitors. Thus, this model represents a novel, powerful tool to understand the biology of human thyroid anaplastic carcinomas, and to develop innovative therapeutic approaches for what is today still a lethal disease.

## RESULTS

### Anaplastic thyroid carcinoma development in [*Pten, p53*]^thyr−/−^ mice

Mice with a targeted deletion of the *Pten* tumor suppressor gene in the thyroid follicular cells exhibit constitutive PI3K pathway activation and develop, from birth, hyperplastic glands that progress to nodular lesions by 6-10 months of age [22] and to well-differentiated follicular carcinomas after one year of age [19]. Building on available clinicopathological data that point at *p53* as the most commonly mutated or deleted gene in anaplastic thyroid tumors, we crossed the *Pten* mutants with mice carrying a floxed *p53* allele in order to model more aggressive thyroid tumors. Thyroid-specific *p53* loss did not cause any overt phenotype (Figure 1A and data not shown). Conversely, concomitant loss of p53 dramatically reduced the survival of *Pten*^thyr−/−^ mice (median survival 38.4 weeks vs. 75.3 weeks), while reduction to heterozygosity of either allele, in the absence of the other, resulted in an intermediate phenotype (median survival: 61.3 weeks for [*Pten*^thyr−/−^, *p53*^thyr+/−^] mice, and 58.45 weeks for [*Pten*^thyr+/−^, *p53*^thyr−/−^] mice) (Figure 1A). Similar to *Pten*^thyr−/−^ mice, [*Pten, p53*]^thyr−/−^ compound mutants displayed drastically reduced Thyroid-Stimulating Hormone (TSH) serum levels. However, the absence of significantly increased T4 hormone levels suggests that TSH suppression is not the consequence of relieving the physiological negative feedback normally induced by elevated thyroid hormone levels (Figure 1B, C).

**Figure 1:**
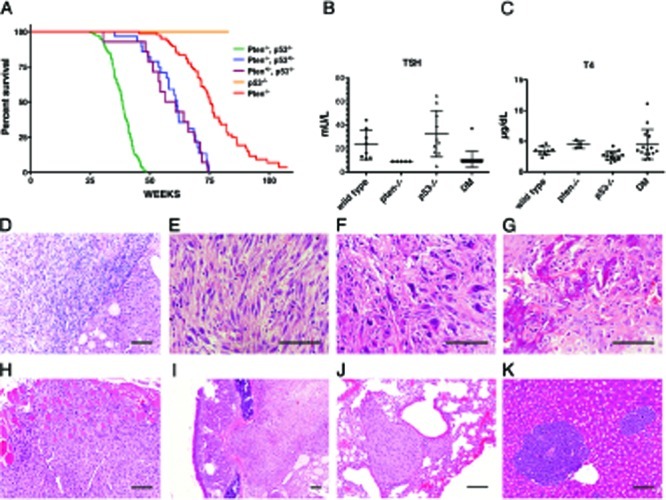
Clinicopathological features of [*Pten, p53*]^thyr−/−^ mice (A) Kaplan-Meyer analysis of the effect of progressive *p53* deletion on the survival of *Pten*^thyr−/−^ mice. (B, C) TSH and T4 serum levels in control, single mutant and double mutant (DM) mice. (D-K) Histopatological features of tumors developing in [*Pten, p53*]^thyr−/−^ mice. (D) Anaplastic carcinoma (left) flanking an area of well-differentiated follicular carcinoma (right). Undifferentiated tumors display areas of spindle cell morphology (E), with frequent giant cells (F), and occasional bone metaplasia (G). Tumors invade locally into the muscle (H), and the trachea (I), and metastasize to the lungs (J) or, sporadically, to the liver (K). Bar: 100μm.

Post mortem analysis of 8-10 month old [*Pten, p53*]^thyr−/−^ mutants revealed in all cases a strikingly enlarged thyroid gland (average gland weight 392±350 mg, vs. 3.7±1.1 mg in age-matched controls) causing severe tracheal compression and adhering to adjacent tissues. Histopathological analysis showed the coexistence of small remnants of well-differentiated follicular carcinomas, similar to those developing in aging *Pten*^thyr−/−^ mice, and of more extensive pleomorphic areas (Figure 1D) exhibiting, as in human anaplastic carcinomas, spindle cell morphology (Figure 1E), giant, osteoclast-like, multinucleated cells (Figure 1F), and even areas of osseous metaplasia (Figure 1G). These aggressive tumors invaded locally into the muscle (Figure 1H) and trachea (Figure 1I) and, in 28% of mice, metastasized to the lungs (Figure 1J) or, albeit less often, to the liver (Figure 1K). Conversely, analysis of thyroids from 4-8 month old [*Pten, p53*]^thyr−/−^ mice only showed areas of well differentiated follicular carcinomas, indistinguishable from those developing in older *Pten*^thyr−/−^ mice (data not shown). Thus, combined loss of *p53* and PI3K activation in the thyroid follicular cells results in the development of aggressive, metastatic tumors closely resembling human thyroid anaplastic carcinomas.

### Mouse ATCs undergo dedifferentiation, genomic instability, and EMT

Loss of thyrocyte differentiation is a hallmark of human ATC. We used real time PCR to measure the expression levels of a panel of genes associated with thyroid differentiation and function in freshly dissected glands and tumors. Expression of the *Foxe1*, *Pax8*, and *Nkx2-1* transcription factors, as well as of the thyroid-specific genes *Duox2*, *Tpo*, *Tg*, *Tshr*, and *Slc5a5* (*Nis*) was generally not altered in single mutants nor in [*Pten, p53*]^thyr−/−^ mice up to 8 months of age, before the development of frank ATC. However, expression of each of these markers was reduced to almost undetectable levels in every anaplastic tumor analyzed (Figure 2), supporting the notion that the tumors developing in the compound mutants are indeed undifferentiated carcinomas.

**Figure 2:**
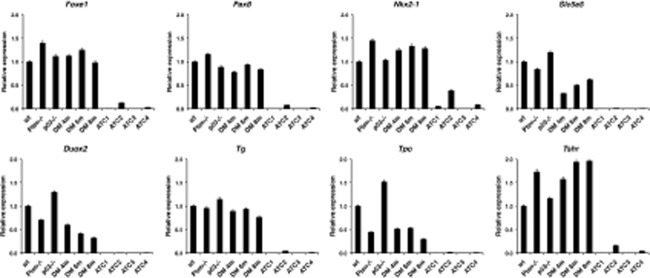
Expression profiling by real-time PCR of a panel of thyroid differentiation markers using thyroid pools from 4-month old control and single mutant mice, ATC-free, progressively older (4, 6, 8 months) double mutants, and histologically confirmed ATCs from 8- to 9-month old double mutants.

A second frequent aspect of human ATC is an elevated degree of genomic instability, leading to marked aneuploidy. We analyzed metaphase spreads from early passage primary cultures of several histologically confirmed anaplastic carcinomas, and found that these cells were invariably aneuploid (Figure 3A), with evidence of widespread chromosomal damage, including chromosome and chromatid breaks, complex rearrangements, translocations, premature centromere division, and the presence of chromosomal debris (Figure 3B). Thus, combined loss of the *Pten* and *p53* tumor suppressors leads to tumors that display genomic instability.

**Figure 3:**
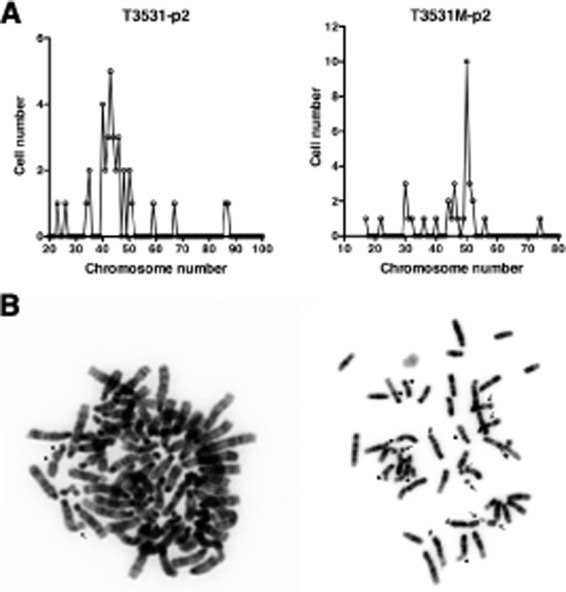
Mouse ATCs display chromosomal instability and aneuploidy (A) Chromosome counts in two representative early passage (p2) primary cultures from histologically confirmed ATCs. Note the wide distribution of chromosome numbers within the same culture. (B) Karyotypic analysis of two representative cells from independent tumors, showing chromatid breaks (thick arrows), chromosome breaks (thin arrows), translocations (#), and complex rearrangements (*).

To further validate the [*Pten, p53*]^thyr−/−^ strain as a model of human ATC, we performed immunohistochemistry on paraffin sections from 9-10 month old mice displaying both well-differentiated and undifferentiated tumor areas in order to determine whether these tumors display epithelial-to-mesenchymal transition (EMT). Strikingly, the undifferentiated area of all the tumors analyzed had lost the expression of the epithelial marker E-cadherin, had acquired the expression of the mesenchymal marker Vimentin, and displayed high levels of phosphorylated Smad2 (Figure 4). No EMT was detected on thyroid sections from younger mice (not shown). These data show that the tumors developing in the compound mutants invariably undergo EMT, and strongly suggest that this process is, at least in part, under the control of elevated Tgf-β signaling.

**Figure 4:**
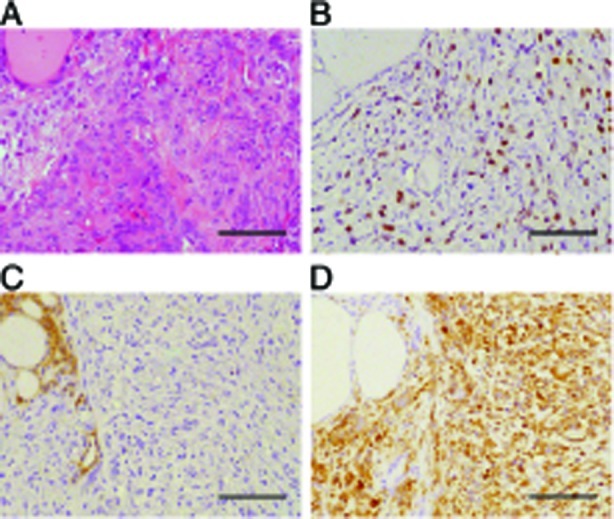
[*Pten, p53*]^thyr−/−^ ATCs undergo EMT (A) H&E staining of a representative tumor area containing both a follicular carcinoma (left) and an anaplastic carcinoma (right) component. (B-D) Immunohistochemical detection of phospho-Smad 2 (B), E-cadherin (C), and vimentin (D). Bar: 100μm.

A large subset of human ATCs is characterized by activating *BRAF* or *RAS* mutations. To determine whether the ATCs developing in [*Pten, p53*]^thyr−/−^ mice have somatic activating mutations in either *Braf* or in one of the three *Ras* genes, we sequenced the known hotspots (*Braf* exons 11 and 15, H-; N-, and *Kras* exons 1 and 2) in five cell lines established from tumors developed by [*Pten, p53*]^thyr−/−^ double mutant mice. All cell lines had wild type sequences, strongly suggesting that neither *Braf* nor *Ras* isoforms are involved in ATC development in this mouse model (data not shown).

### ATCs are addicted to driver gene signaling

Loss of *Pten* is anticipated to lead to constitutive phosphorylation of Akt and deregulation of its downstream targets. Indeed, western blot analysis of thyroid extracts from control, single, and young double mutants showed elevated pSer^473^-Akt, pThr^389^-S6k, and pSer^240/244^-S6 in thyroids lacking *Pten* (Figure 5A). Double mutant glands also displayed moderate levels of pERK1/2. ATCs were characterized by a somewhat increased phosphorylation of S6, and by variable levels of pERK1/2. However, when phosphorylation and activation of these proteins was examined by IHC, we found that Akt phosphorylation was higher in the remnants of well-differentiated lesions within the tumor than in the anaplastic component, which instead showed higher levels of pS6 (Figure 5B). This finding suggests that the well-known negative feedback mediated by S6k and IRS-1 [23] might be favored or enhanced in ATCs. Furthermore, it may underline a reduced dependence of fully developed ATCs on Akt signaling.

**Figure 5:**
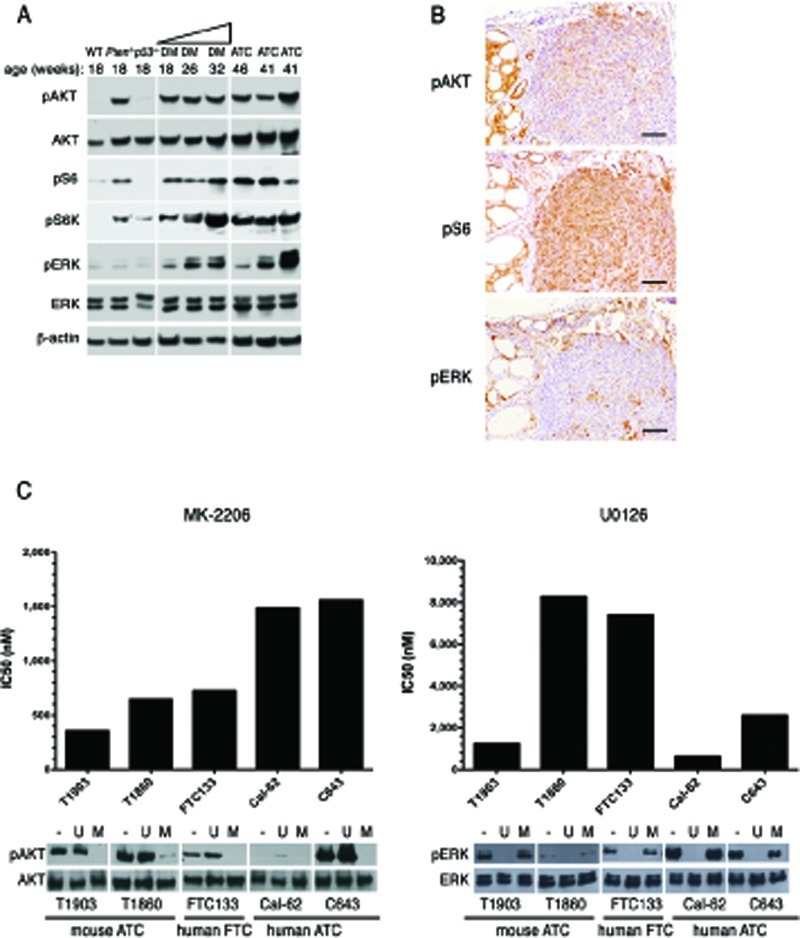
ATCs are addicted to driver gene signaling (A) Western blotting analysis of the activation status of Akt and MAPK pathways in 4-month old control and single mutant mice, ATC-free, progressively older (4, 6, 8 months) double mutants, and histologically confirmed ATCs from 8- to 9-month old double mutants. (B) immunohistochemical detection of activated Akt, S6 ribosomal protein, and ERK1/2 in tumor areas with both well-differentiated and anaplastic components. (C) IC_50_ values for an Akt inhibitor (MK-2206) and a MEK inhibitor (U0126) in a panel of mouse and human anaplastic (ATC) and follicular (FTC) carcinoma cell lines. On the bottom, a Western blotting showing the effect on the activation of Akt and ERK1/2 of one hour exposure to these inhibitors (MK-2206: 500nM, U0126: 10μM).

In the same tumors, ERK1/2 activation was restricted to scattered patches of cells, often near the invasive edges of the undifferentiated components.

The accumulating genetic alterations consequent the high degree of genomic instability within ATCs might alter the dependence of these tumors on their driver oncogenic alteration, i.e. increased Akt signaling. We used two cell lines, T1860 and T1903, which we have derived from anaplastic tumors developed by [*Pten, p53*]^thyr−/−^ mice, to determine the sensitivity of these murine ATCs cells to specific pathway inhibition, and compared them to the human follicular carcinoma line FTC-133 (*PTEN* and *p53* mutant), and the human ATC lines CAL-62 (*KRAS* and p53 mutant) and C643 (*HRAS* and p53 mutant). One-hour treatment with the AKT inhibitor MK-2206 (0.5μM) or with the MEK inhibitor U0126 (10μM) effectively abolished AKT and ERK1/2 phosphorylation in all cell lines (Figure 5C). The effect of both compounds on cell viability, measured by determining the IC_50_ after 72h treatment, clearly correlated with the cell lines' genetic makeup, with *Pten*^−/−^ cells being more sensitive to AKT inhibition than *Pten*^+/+^ cells, and *Ras* mutant cells more sensitive to MEK inhibition than cells with wild type *Ras* (Figure 5C).

Thus, although mouse ATCs display lower pAkt levels than coexisting well-differentiated tumor areas, they still depend on Akt signaling for their survival and proliferation.

### A “mitotic gene signature” in mouse and human ATCs

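Thyroids that had lost *Pten*, *p53* or both in their thyrocytes were profiled beside follicular and anaplastic carcinomas, so that expression could be compared from the normal gland through hyperplasia to tumor. Pten restrains signaling from PI3K to Akt, and p53 holds back cells with damaged DNA. The arrays covered 6 pools of wild type thyroids, 3 pools of *p53*-/- thyroids, 6 pools of *Pten* thyr-/- thyroids and 3 pools of [*Pten, p53*] thyr-/- thyroids, together with 5 ATCs of [*Pten, p53*] thyr-/- mice and 5 FTCs. The paper gives *Pten* thyr-/- mice as the source of the FTCs, while the series description names follicular tumors from *Pten* mutant and from *Pten* *Kras* mutant mice and the FTC labels give no genotype, so their genotype rests on the paper. The wild type and *Pten* thyr-/- groups each held 3 male and 3 female pools, the *p53*-/- and [*Pten, p53*] thyr-/- pools were all female, and the labels do not give the sex of the mice with tumors. The paper gives an age of 3 months for the pools, whereas the labels give 2 to 4 months, and 2 months for the *p53*-/- pools. The FTCs came from mice of 16 to 20 months and the ATCs from mice of 8 to 10 months, so tumors and pools differ in age and in being single specimens or pools as well as in diagnosis. *Pten* and *Trp53* themselves have no probe set assigned to them alone in the annotation used here, so their loss could not be read from the arrays. RNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays and the values are RMA values on the log2 scale, made with the oligo package according to the methods and with Expression Console according to the submitters' notes. The medians of the arrays ranged from 7.65 to 7.86 on that scale. Each pair of groups was compared with limma on the 21789 probe sets that carry 1 gene symbol, which represent 19938 genes. Comparisons that involve a tumor group used the arrays of the 2 groups only, and comparisons among pools used all 18 pools with a term for sex. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Genes were also counted over 32 lists of pathway and cell type genes fixed before the data were examined, at an adjusted p under 0.05 without a fold minimum. As a set, each list was tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The number of arrays limits the precision of every value.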

To gain insight into the molecular characteristics of ATCs developed by [*Pten, p53*]^thyr−/−^ mice, we performed genome-wide expression profiling using the Affymetrix platform on thyroids from 3-month old control, single, and double mutant mice, as well as on five follicular and five anaplastic carcinomas developed by *Pten*^thyr−/−^ and [*Pten, p53*]^thyr−/−^ mice, respectively.

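Loss of *p53* alone left the thyroid transcriptome close to that of the wild type gland. *Lipo3*, of a lipase family, fell and *H2-Ea*, which encodes a chain of the class II antigen-presenting molecule, rose, while no measured gene of the p53 target list passed the threshold. The only other genes called were *Cpa4*, which was higher, and *Olfr920* and *BC023105*, which were lower. *Lipo3* had a log2 fold change of -2.90 (standard error 0.19, adjusted p = 2.94e-07) from limma, and *H2-Ea* had a log2 fold change of 1.06 (standard error 0.10, adjusted p = 4.31e-05). These made 2 genes higher and 3 genes lower in 3 *p53*-/- pools than in 6 wild type pools, where 1738 genes had an unadjusted p under 0.05. The count of 5 genes rests on single pools, since it was 2 without wild type pool F2, 3 without wild type pool F3 and 1 without *p53*-/- pool F2. Chance could not be excluded for this count, as another split of the same arrays called up to 115 genes. Among 27 measured genes that p53 activates, including *Ccng1*, *Eda2r* and *Phlda3*, 0 were higher, 0 were lower and 27 did not pass (0 higher and 0 lower when adjusted over the list alone). Their median log2 change was 0.03. *Cdkn1a*, *Bax* and *Gdf15* of this list have no probe set of their own in the annotation used here, so they were not examined. None of the 32 lists had a gene past an adjusted p under 0.05 over all genes. In the interferon response list of 16 genes, the counts were 0 higher and 6 lower when adjusted over the list alone, with a median of -0.26 (adjusted p = 0.274 with an estimated correlation). Glycolysis genes, 19 in number, gave 2 higher and 0 lower when adjusted over the list alone, with a median of 0.25 (adjusted p = 0.477 with an estimated correlation). Wild type pool F2 and *p53*-/- pool F3 differed from the other pools of their genotype in the mean of 49 genes of mitosis and G2/M, which lay 1.00 and 0.80 above the mean of wild type pools, against -0.30 to 0.13 in the other wild type pools. Across 921 probe sets with more than a 5-fold difference between any 2 of the 6 group means, the correlation between a wild type and a *p53*-/- array averaged 0.903 and ranged from 0.860 to 0.937, near the 0.920 ± 0.029 (SD over 15 pairs) between wild type arrays. The *p53*-/- arrays correlated less with *Pten* thyr-/- arrays, at 0.796 on average. These correlations run across probe sets, which are not independent replicates. The probe sets were chosen for differences between the group means, so lower correlations between groups than within them are partly built in. With average linkage and 5 clusters, the 9 wild type and *p53*-/- pools shared 1 cluster, apart from the *Pten* thyr-/- and [*Pten, p53*] thyr-/- pools. With 3 or 4 clusters, and on all probe sets with up to 6, the pools of all genotypes shared 1 cluster.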

As predicted by the inability of thyroid-specific *p53* deletion to yield an overt phenotype, a heat map including all probes with more than a 5-fold change across any of the six groups showed that *p53*^−/−^ thyroids cluster together with those of wild type mice (Figure 6A). Similarly, no remarkable differences were apparent between the transcriptomes of *Pten*^thyr−/−^ and [*Pten, p53*]^thyr−/−^ thyroids. 

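In thyroids already lacking *Pten*, further loss of *p53* lowered genes that p53 itself activates. *Ccng1*, *Eda2r*, *Tnfrsf10b* and *Phlda3* fell in the [*Pten, p53*] thyr-/- thyroids relative to the *Pten* thyr-/- thyroids, and the glycolytic enzyme gene *Eno2* rose. In all, 60 genes were called, 34 higher and 26 lower in 3 [*Pten, p53*] thyr-/- pools than in 6 *Pten* thyr-/- pools. The count was 128 when *Pten* thyr-/- pool F3 was left out, and 46 without [*Pten, p53*] thyr-/- pool F2. Other settings moved it too: 12 (4 higher, 8 lower) with all 31 arrays in one fit, 37 with female pools only and 94 with array weights. With all probe sets, 149 probe sets rather than genes were called (35 higher, 114 lower). Of 27 p53 target genes, 1 were higher, 7 were lower and 19 did not pass (1 higher and 10 lower when adjusted over the list alone), and the list as a set kept its difference with an estimated correlation (adjusted p = 0.0125). Relative to the wild type mean, the average of these genes was 0.11 ± 0.03 (SD, n = 6) in *Pten* thyr-/- pools and -0.10 ± 0.03 (SD, n = 3) in [*Pten, p53*] thyr-/- pools, with every [*Pten, p53*] thyr-/- pool below every *Pten* thyr-/- pool (exact permutation test of the list means, two-sided p = 0.0119, the smallest that 3 pools against 6 allow). This exact test was chosen after the values were seen, and its p adjusted over the 32 lists was 0.127. It did not hold sex fixed, although the [*Pten, p53*] thyr-/- pools were all female and the *Pten* thyr-/- pools of both sexes. *Ccng1*, on chromosome 11 of GRCm38.p6 from 40748552 to 40755309, measured 12.64 ± 0.04 (SD, n = 6) in *Pten* thyr-/- pools and 12.00 ± 0.04 (SD, n = 3) in [*Pten, p53*] thyr-/- pools on the log2 scale. It had a log2 fold change of -0.65 (standard error 0.06, adjusted p = 4.46e-05), and *Eda2r* had a log2 fold change of -0.94 (standard error 0.14, adjusted p = 0.00143). *Phlda3*, with a log2 fold change of -0.72 (standard error 0.14, adjusted p = 0.00778), did not pass without [*Pten, p53*] thyr-/- pool F2. The effect of *p53* loss on these genes differed with *Pten* status in the 12 female pools, with a median interaction of -0.18 on the log2 scale, a list-level adjusted p of 0.00394 with an estimated correlation, and 0 higher and 3 lower when adjusted over the list alone, although no single gene of the list passed over all genes. The largest increase was that of *Lmo3*, a LIM-domain cofactor on chromosome 6 of GRCm38.p6 from 138362918 to 138582206, with a log2 fold change of 1.76 (standard error 0.09, adjusted p = 6.93e-09). *Ceacam19*, a cell adhesion gene, had the largest decrease, -1.91. For glycolysis, with 19 genes, 3 were higher, 0 were lower and 16 did not pass (9 higher and 0 lower when adjusted over the list alone), and the list was at adjusted p = 0.496 with an estimated correlation. Among 27 adipocyte genes, 0 were higher, 6 were lower and 21 did not pass (1 higher and 16 lower when adjusted over the list alone), at a median of -0.57 (adjusted p = 0.496 with an estimated correlation). Arrays of the *Pten* thyr-/- and [*Pten, p53*] thyr-/- pools correlated at 0.910 ± 0.017 (SD over 18 pairs) across the probe sets of the clustering.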

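Between the young [*Pten, p53*] thyr-/- thyroid and the ATC, most genes of thyroid differentiation fell and the genes of mitosis rose. *Slc26a7*, which carries iodide, and the deiodinase gene *Dio1* fell, as did *Epcam* and *Cdh1*, which hold epithelial cells together. *Mmp9*, a protease that degrades basement membrane, *Ankrd1*, *Steap2* and *Edil3* rose. Most macrophage genes rose with them, whereas most skeletal muscle genes fell. In 5 ATCs against 3 [*Pten, p53*] thyr-/- pools, 2309 genes were called, 1092 higher and 1217 lower. Of all 19938 genes, 37.8% had no overlap between the values of the 2 groups, against 3.57% if the arrays were divided by chance. *Mmp9*, on chromosome 2 of GRCm38.p6 from 164940326 to 164955850, had a log2 fold change of 5.64 (standard error 0.26, adjusted p = 5.55e-06). *Dio1* had a log2 fold change of -5.61 (standard error 0.38, adjusted p = 2.61e-05). Of 18 thyroid differentiation genes, 0 were higher, 13 were lower and 5 did not pass (0 higher and 15 lower when adjusted over the list alone), with a median log2 change of -2.96 and an adjusted p = 0.218 with an estimated correlation. All 49 genes of mitosis and G2/M were higher (49 higher and 0 lower when adjusted over the list alone), at a median of 1.91 (adjusted p = 0.143 with an estimated correlation). For epithelial markers, 29 in number, 0 were higher, 24 were lower and 5 did not pass (0 higher and 24 lower when adjusted over the list alone), at a median of -2.90 (adjusted p = 0.395 with an estimated correlation). Most of the 33 mesenchymal and EMT genes moved the other way, since 22 were higher, 0 were lower and 11 did not pass (25 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.125 with an estimated correlation). Macrophage and monocyte markers numbered 26, of which 24 were higher, 0 were lower and 2 did not pass (24 higher and 0 lower when adjusted over the list alone; adjusted p = 0.19 with an estimated correlation). Most of 30 skeletal muscle markers were lower, as were most thyroid genes: 0 were higher, 19 were lower and 11 did not pass (0 higher and 25 lower when adjusted over the list alone, camera adjusted p = 0.495 with an estimated correlation). In the hierarchical clustering of 28 arrays, the first split set the 5 ATCs apart from the 23 other arrays, with average or complete linkage, with Pearson or Euclidean distance, on all probe sets and on the 5928 with more than a 2-fold difference. With 3 clusters of the probe sets over 5-fold the FTCs formed the next group, whereas on all probe sets 1 ATC split off and the FTCs stayed with the pools. Over the probe sets chosen for differences between group means, the correlation of ATC arrays with one another was 0.849 ± 0.052 (SD over 10 pairs), and with [*Pten, p53*] thyr-/- arrays 0.127. 

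**Figure D1:**
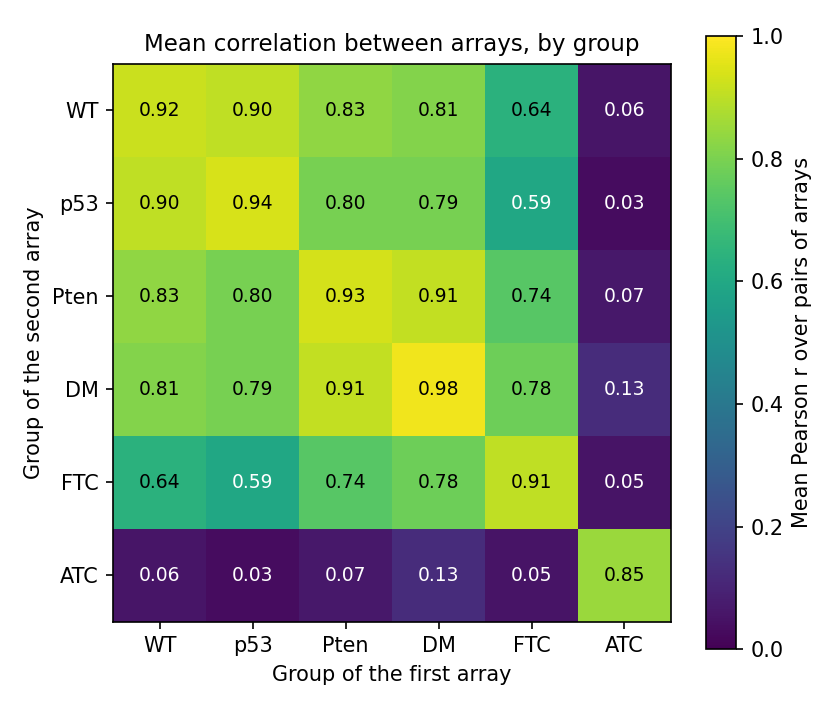
Mean Pearson correlation between arrays of each pair of groups (rows and columns) over the probe sets of the clustering, on a color scale from 0 to 1, without pairs of an array with itself. Pairs among WT, p53, Pten and DM pools average from 0.79 to 0.98, whereas pairs of an ATC with any other group average from 0.03 to 0.13. The probe sets were chosen for differences between these group means, which favors low correlations between groups.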

On the contrary, the profile of [*Pten, p53*]^thyr−/−^ ATCs (8-10 months of age) was strikingly different from that of younger [*Pten, p53*]^thyr−/−^ mice and also from that of well-differentiated follicular carcinomas developed by aging *Pten*^thyr−/−^ mice (16-20 months). These data strongly suggest that the molecular events leading to the development and maintenance of ATC are unique to this tumor type and that characterization of these changes could uncover clinically relevant pathways and targets.

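ATCs and FTCs differed in genes of the thyrocyte, of epithelium and of the matrix around the cells. *Vcan*, *Lox* and *Ctsk*, which build or break down matrix, rose in ATCs relative to FTCs. *Tshr*, the receptor through which TSH drives thyrocytes, fell, and so did the carboxylesterase gene *Ces1d* and the transporter gene *Slc1a1*. Macrophage genes were higher in ATCs. In 5 ATCs against 5 FTCs, 2490 genes were called, 1259 higher and 1231 lower, and 27.3% of all genes had no overlap between the tumors of the 2 types (chance share 0.794%). The log2 change was 4.61 for *Vcan*, 4.26 for *Ctsk* and -4.90 for *Ces1d*. For *Tshr*, on chromosome 12 of GRCm38.p6 from 91400993 to 91540509, ATCs had a log2 fold change of -4.93 (standard error 0.60, adjusted p = 0.000115). *Lox*, which encodes an enzyme that cross-links collagen, lies on chromosome 18 of GRCm38.p6 from 52516060 to 52529867 and had a log2 fold change of 4.47 (standard error 0.52, adjusted p = 8.32e-05). Of 24 genes of fibrillar collagens and matrix, 23 were higher, 0 were lower and 1 did not pass (23 higher and 1 lower when adjusted over the list alone), with a median log2 change of 2.39 and an adjusted p = 0.176 with an estimated correlation. All 26 macrophage and monocyte markers were higher (26 higher and 0 lower when adjusted over the list alone), at a median of 1.57 (adjusted p = 0.218 with an estimated correlation). Of 27 adipocyte genes, 1 were higher, 6 were lower and 20 did not pass (1 higher and 6 lower when adjusted over the list alone), at a median of -0.03; in the mean of the list 4 of 5 ATCs lay below every FTC and ATC 1 above them. In the thyroid differentiation list of 18 genes, 1 were higher, 15 were lower and 2 did not pass (1 higher and 15 lower when adjusted over the list alone), at a median of -2.41 (adjusted p = 0.218 with an estimated correlation). Of 29 epithelial markers, 0 were higher, 28 were lower and 1 did not pass (0 higher and 28 lower when adjusted over the list alone; adjusted p = 0.23 with an estimated correlation). ATC and FTC arrays correlated at 0.052 on average across the probe sets of the clustering, against 0.905 between FTCs. Those probe sets were chosen for differences between the group means, ATCs among them, which favors this contrast. From the separation of the ATC profiles both from young [*Pten, p53*] thyr-/- thyroids and from FTCs, the paper proposes that the events which produce and maintain ATC belong to this tumor type, and that they could point to pathways and targets of clinical use.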

**Figure 6:**
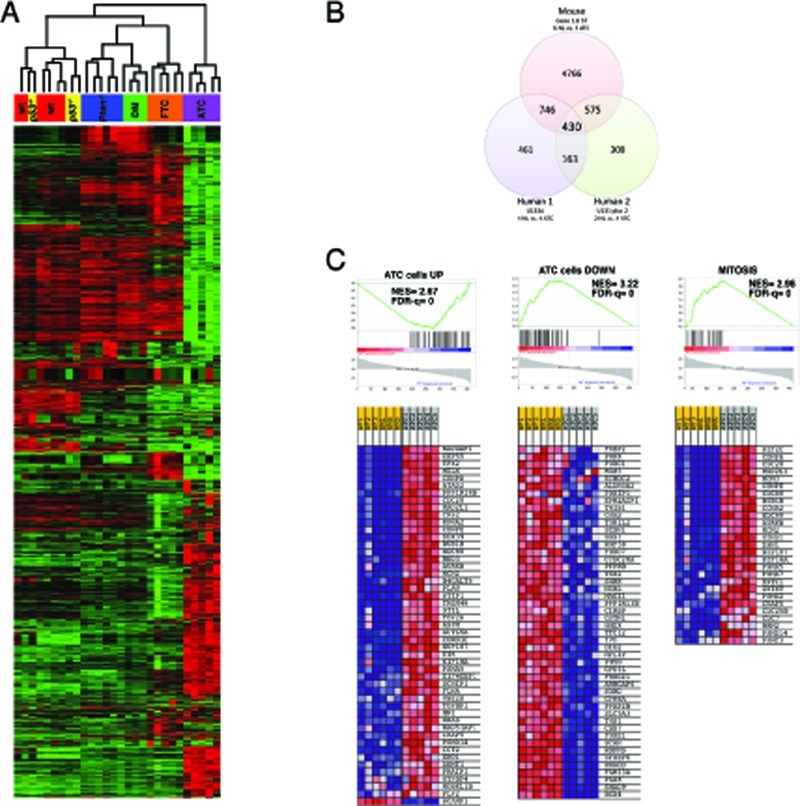
Expression profiling validates the [*Pten, p53*]^thyr−/−^ mouse as a clinically relevant model of human ATC (A) Hierarchical clustering showing the unique expression profile of mouse ATCs when compared to controls, single mutants, ATC-free double mutants (DM), and follicular carcinomas developing in aging *Pten*^thyr−/−^ mice (FTC). (B) Venn's diagram showing the significant overlap between genes differentially regulated in mouse and human ATCs. (C) GSEA analysis of the 430 genes common to mouse and human ATC, showing significant enrichment in genes previously shown to be altered in human ATC cell lines as well as genes involved in the control of mitosis.

Overall, using a stringent false discovery rate (FDR) of 5%, 2,960 genes were found deregulated ±2-fold in ATC samples, compared to wild type thyroids (1,395 up, and 1,565 down). 

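Among the genes that rose furthest in ATCs over wild type thyroids were the matrix enzyme genes *Mmp9*, *Mmp13* and *Lox*, the inhibitor gene *Timp1*, *Ankrd1* and the chemokine gene *Ccl7*. Among those that fell furthest were *Slc26a7* and *Iyd*, which handle iodide, the transporter gene *Slc5a8*, and genes of tissues that lie beside the gland. *Pth* is made by the parathyroid and *Ucp1* by brown fat, and both fell. With 5 ATCs and 6 wild type pools, 2457 genes were called, 1200 higher and 1257 lower. Without a fold minimum 8487 genes passed, 4303 with a higher and 4191 with a lower probe set. Over all genes, 29.6% had no overlap between tumors and pools, where chance would give 0.433%. *Mmp9* measured 6.90 ± 0.10 (SD, n = 6) in wild type pools and 12.71 ± 0.50 (SD, n = 5) in ATCs on the log2 scale, a log2 fold change of 5.80 (standard error 0.19, adjusted p = 2.19e-09). *Mmp13* had a log2 fold change of 4.53 (standard error 0.66, adjusted p = 0.000136) and *Ctsk*, the cathepsin of bone resorption, a log2 fold change of 3.88 (standard error 0.18, adjusted p = 3.01e-08). Increases of 4.40 for *Lox*, 4.04 for *Ankrd1*, 3.98 for *Vcan* and 3.90 for *Ccl7* followed. *Dio1* had a log2 fold change of -5.17 (standard error 0.29, adjusted p = 8.88e-08). Decreases of -5.56 for *Slc26a7*, -4.67 for *Slc5a8* and -4.62 for *Iyd* were of the same order. *Pth* had a log2 fold change of -7.14 (standard error 1.04, adjusted p = 0.00014), the largest decrease of all. Among 11 parathyroid and C cell genes, 0 were higher, 9 were lower and 2 did not pass (0 higher and 10 lower when adjusted over the list alone), and the list kept its difference with an estimated correlation (adjusted p = 0.0498). All 27 adipocyte genes were lower (0 higher and 27 lower when adjusted over the list alone), from -4.62 for *Ucp1* to -0.86 for *Cebpa* (adjusted p = 0.123 with an estimated correlation). Of 30 skeletal muscle genes, 0 were higher, 25 were lower and 5 did not pass (0 higher and 28 lower when adjusted over the list alone; adjusted p = 0.299 with an estimated correlation). Parathyroid, fat and muscle lie against the gland, so the arrays do not assign these decreases to thyrocytes.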

To identify biological processes significantly impacted by ATC development, we performed canonical pathway enrichment using Ingenuity Pathway Analysis (IPA). Significant enrichment was observed in pathways involved in metabolic remodeling of the tumors, in cell motility and invasiveness, in leukocyte recruitment and function, and in epithelial-mesenchymal transition (Table 1).

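In ATCs most genes of the macrophage, osteoclast and collagen lists were higher, and most genes of fatty acid oxidation lower, than in wild type thyroids. *Ccl2*, which draws monocytes, the chemokine receptor gene *Ccr1* and the scavenger receptor *Msr1* rose, as did *Acp5*, an enzyme of osteoclasts. *Col1a1* and *Col1a2* rose, and *Acadl*, *Acadm* and *Hadhb* fell. The pathways of Table 1 came from Ingenuity Pathway Analysis, which was not used here, and related lists of genes were counted in its place. Of 34 genes of leukocyte extravasation and chemokines, 23 were higher, 3 were lower and 8 did not pass (23 higher and 3 lower when adjusted over the list alone), with a median log2 change of 1.32 and an adjusted p = 0.123 with an estimated correlation. *Ccl2* had a log2 fold change of 3.77 (standard error 0.34, adjusted p = 3.29e-06), whereas the adhesion gene *Icam1* changed by -0.92 on the log2 scale. Macrophage and monocyte markers counted 26 genes, of which 24 were higher, 1 were lower and 1 did not pass (24 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0936 with an estimated correlation), with *Msr1* at 3.23 and *Cd68* at 2.47. Among 15 T and NK cell genes, 0 were higher, 4 were lower and 11 did not pass (0 higher and 0 lower when adjusted over the list alone); wild type pools carry thymocyte genes to a varying degree, and the mean of this list ran from -0.81 to 0.76 in them, so a rise against these pools would be masked. The mean of 11 thymus genes lay alike in both tumor types, from -1.60 to -1.45 in ATCs and from -1.64 to -1.46 in FTCs relative to the wild type mean. T and NK cell markers averaged -0.61 ± 0.22 (SD, n = 5) in ATCs and -0.64 ± 0.13 (SD, n = 5) in FTCs. Of these markers, 0 were higher and 0 lower in ATCs than in FTCs (0 higher and 0 lower when adjusted over the list alone). Of 15 neutrophil genes, 7 were higher, 1 were lower and 7 did not pass (7 higher and 1 lower when adjusted over the list alone; adjusted p = 0.467 with an estimated correlation). In the osteoclast list of 12 genes, 11 were higher, 0 were lower and 1 did not pass (12 higher and 0 lower when adjusted over the list alone; adjusted p = 0.2 with an estimated correlation), *Acp5* by 2.89. The osteoblast and bone list, with 8 genes measured, had 2 higher and 1 lower (2 higher and 1 lower when adjusted over the list alone). Fibrillar collagens and matrix genes numbered 24, of which 21 were higher, 1 were lower and 2 did not pass (21 higher and 1 lower when adjusted over the list alone), a difference that held with an estimated correlation (adjusted p = 0.0284). *Col1a1*, on chromosome 11 of GRCm38.p6 from 94936224 to 94953042, had a log2 fold change of 3.43 (standard error 0.12, adjusted p = 3.73e-09). Of 20 genes of fatty acid oxidation, 0 were higher, 18 were lower and 2 did not pass (0 higher and 18 lower when adjusted over the list alone), at a median of -0.89 (adjusted p = 0.254 with an estimated correlation), with *Acadl* at -1.42 and *Hadhb* at -1.21. The list averaged -0.80 in ATCs, -0.57 in *Pten* thyr-/- pools, -0.43 in [*Pten, p53*] thyr-/- pools and -0.38 in FTCs relative to the wild type mean, and fat and muscle, whose markers were lower in ATCs, also express these enzymes. For hypoxia and HIF1 targets, 17 genes, 8 were higher, 2 were lower and 7 did not pass (8 higher and 2 lower when adjusted over the list alone; adjusted p = 0.534 with an estimated correlation). A preset correlation of 0.01 set 20 of the 32 lists apart in ATCs, and 4 remained apart with an estimated correlation. Exact permutation of the list means, chosen after the values were seen, separated 28 lists at an adjusted p under 0.05, 15 higher and 13 lower.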

**Table 1:** Top 25 deregulated pathways identified in mouse ATCs, using the Ingenuity Pathways Analysis (IPA) system

Ingenuity Canonical Pathways	P-value	Ratio	Molecules in pathway
**Hepatic Fibrosis / Hepatic Stellate Cell Activation**	0.00000	0.347	51/147
**Leukocyte Extravasation Signaling**	0.00000	0.276	55/199
**LPS/IL-1 Mediated Inhibition of RXR Function**	0.00000	0.247	54/219
**Propanoate Metabolism**	0.00000	0.190	23/121
**Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis**	0.00000	0.246	59/240
**LXR/RXR Activation**	0.00002	0.280	26/93
**Valine, Leucine and Isoleucine Degradation**	0.00002	0.226	24/106
**Metabolism of Xenobiotics by Cytochrome P450**	0.00003	0.142	28/197
**Atherosclerosis Signaling**	0.00003	0.271	29/107
**Aryl Hydrocarbon Receptor Signaling**	0.00004	0.239	38/157
**Urea Cycle and Metabolism of Amino Groups**	0.00005	0.179	14/78
**Fatty Acid Metabolism**	0.00006	0.179	33/184
**Arginine and Proline Metabolism**	0.00006	0.136	24/177
**Pancreatic Adenocarcinoma Signaling**	0.00006	0.269	32/119
**ILK Signaling**	0.00007	0.238	46/193
**β-alanine Metabolism**	0.00012	0.194	18/93
**Glioma Invasiveness Signaling**	0.00012	0.333	20/60
**Colorectal Cancer Metastasis Signaling**	0.00019	0.218	56/257
**Inhibition of Angiogenesis by TSP1**	0.00019	0.359	14/39
**Cell Cycle Control of Chromosomal Replication**	0.00021	0.387	12/31
**Bladder Cancer Signaling**	0.00022	0.283	26/92
**HIF1α Signaling**	0.00024	0.269	29/108
**Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes**	0.00025	0.265	27/102
**IL-8 Signaling**	0.00026	0.223	43/193
**TR/RXR Activation**	0.00068	0.260	25/96

In order to determine to what extent the gene expression changes uncovered in [*Pten, p53*]^thyr−/−^ ATCs overlap with those identified in human anaplastic carcinomas, we retrieved from the GEO and EBI repositories two datasets containing gene expression data from a total of six control thyroids and eight ATCs. Since these two available datasets had been generated using two different Affymetrix platforms [24, 25], we analyzed them separately. After adjusting for a false discovery rate <10% and for genes present in all three platforms, we identified 430 genes that were simultaneously deregulated in all three datasets (Figure 6B and Table 2). 

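On the mouse side, the genes shared with human ATC were led by *Timp1*, *Steap1* and *Itga5*. *Timp1* encodes an inhibitor of metalloproteinases, *Steap1* a metalloreductase of the cell surface, and *Itga5* the integrin chain that binds fibronectin. Each rose in ATCs far beyond the spread between pools. The human datasets were not analysed here, so the values are those of the mouse arrays alone. *Timp1*, on chromosome X of GRCm38.p6 from 20870166 to 20874737, measured 8.05 ± 0.50 (SD, n = 6) in wild type pools and 12.52 ± 0.26 (SD, n = 5) in ATCs, a log2 fold change of 4.47 (standard error 0.22, adjusted p = 4.21e-08) from limma. *Steap1*, on chromosome 5 of GRCm38.p6 from 5736322 to 5749317, measured 5.45 ± 0.09 (SD, n = 6) and 8.80 ± 0.76 (SD, n = 5), a log2 fold change of 3.35 (standard error 0.27, adjusted p = 1.55e-06); its wild type values lay below the lower quartile of their arrays, so the increase is at least this large. *Itga5*, on chromosome 15 of GRCm38.p6 from 103344286 to 103366791, measured 9.06 ± 0.09 (SD, n = 6) and 12.25 ± 0.21 (SD, n = 5), a log2 fold change of 3.19 (standard error 0.09, adjusted p = 1.17e-09). For 97 genes of Table 2 the mouse fold change could be compared with that of the paper, 48 raised and 49 lowered. All 97 had the direction that Table 2 gives and passed an adjusted p under 0.05 with a change of at least 2-fold. The ratio of the fold found here to the paper's reported fold ranged from 0.966 to 1.2, with a median of 1.01. The paper chose these genes on the same arrays, so their passing is not independent evidence. At an adjusted p under 0.1 without a fold minimum, the threshold of the interspecies comparison, 9702 genes passed between ATCs and wild type pools.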

An additional 1321 genes were co-deregulated in mouse ATCs and in at least one human dataset.

**Table 2:** Top 50 genes deregulated (FDR<0.1) in both mouse and human ATC, ranked by expression level in mouse

MouseGene	Hs1 ATC	Hs2 ATC	Mm ATC	MouseGene	Hs1 ATC	Hs2 ATC	Mm ATC
	Upregulated				Downregulated		
*Timp1	4.699	5.213	21.086	Patz1	0.436	0.216	0.293
*Steap1	3.760	14.778	10.021	Suox	0.729	0.297	0.291
*Itga5	2.426	4.675	8.795	Epb4.1l4b	0.107	0.029	0.286
**Kif20a**	2.221	22.184	7.664	Tnxb	0.581	0.264	0.285
**Ccnb1**	5.664	11.688	7.395	Fxyd1	0.651	0.307	0.279
Ccna2	3.119	14.546	7.167	Grb14	0.748	0.342	0.276
*Racgap1	7.247	15.876	6.938	1190002H23Rik	0.252	0.212	0.274
Rrm2	10.807	51.614	6.860	Slc5a3	0.220	0.153	0.273
*Prc1	5.295	26.946	6.491	Wwc1	0.384	0.297	0.260
*Tpx2	3.766	38.703	6.390	Mettl7a1	0.090	0.050	0.257
**Kif4**	3.613	19.001	5.861	Stxbp6	0.373	0.044	0.254
**Cenpe**	2.001	13.520	5.749	Tppp	0.681	0.102	0.251
**Cep55**	4.075	26.077	5.707	Acacb	0.527	0.069	0.242
**Kif2c**	2.029	9.175	5.374	Bspry	0.364	0.050	0.237
Ccdc109b	3.470	8.822	5.369	Rbpms	0.370	0.102	0.232
Plau	5.606	46.647	5.363	Cds1	0.516	0.057	0.217
Depdc1a	1.771	7.384	5.303	Nebl	0.112	0.019	0.210
**Bub1b**	3.180	20.421	5.246	Car4	0.273	0.053	0.203
Basp1	3.274	8.466	5.114	*Nkx2-1	0.147	0.016	0.200
Asf1b	1.904	4.015	4.831	Pdk2	0.646	0.474	0.188
Dtl	3.446	5.716	4.782	Bex1	0.178	0.025	0.182
Tyrobp	4.242	19.675	4.652	Sorbs2	0.094	0.013	0.181
**Cdca8**	1.837	6.322	4.577	Cldn3	0.125	0.027	0.180
Rcn1	3.697	2.780	4.547	Sall1	0.287	0.018	0.180
**Cenpa**	1.714	3.183	4.503	Prkcq	0.432	0.134	0.180
**Foxm1**	3.121	7.703	4.434	*Duox2	0.107	0.015	0.178
Nusap1	3.727	17.416	4.385	Rragd	0.222	0.163	0.174
**Dlgap5**	2.449	22.229	4.359	Smad9	0.691	0.024	0.173
Gpsm2	2.351	2.026	4.339	Fabp4	0.102	0.020	0.168
C3ar1	2.891	15.589	4.170	Pygm	0.733	0.605	0.164
**Kntc1**	1.534	7.468	4.146	Gpr56	0.166	0.092	0.161
**Stil**	1.787	6.955	4.098	Rap1gap	0.143	0.028	0.157
**Ncaph**	1.652	4.310	4.088	Erbb4	0.583	0.157	0.150
**Zwilch**	2.346	6.767	4.050	Bex4	0.323	0.148	0.149
Atad2	1.928	2.755	4.000	Glb1l2	0.462	0.270	0.148
Fabp5	7.508	4.293	3.954	Ager	0.683	0.392	0.144
**Cks2**	9.287	26.933	3.911	Lrp2	0.276	0.012	0.133
Tubb6	4.194	4.191	3.839	Ocln	0.650	0.174	0.124
**Cdc20**	5.251	35.621	3.822	Myo5c	0.181	0.046	0.112
Melk	5.470	15.689	3.765	Bcam	0.389	0.246	0.107
**Ttk**	3.254	22.640	3.702	Fam13a	0.304	0.124	0.094
**Aurkb**	1.639	2.222	3.661	Id4	0.050	0.009	0.091
Csf2rb	2.201	22.256	3.632	Fam189a2	0.170	0.015	0.083
Cdkn3	4.688	16.665	3.625	Cdh16	0.305	0.058	0.077
Ube2c	4.383	46.951	3.621	*Ppargc1a	0.362	0.055	0.069
Fcgr2b	2.191	15.069	3.561	*Pax8	0.095	0.014	0.063
Trip13	2.555	14.673	3.418	*Tg	0.011	0.001	0.061
**Ncapg2**	2.384	7.484	3.407	Kcnj16	0.034	0.003	0.045
**Mad2l1**	5.281	15.378	3.398	*Tshr	0.029	0.005	0.045
Mcm3	1.584	2.853	3.366	*Tpo	0.039	0.003	0.036

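Genes that build the spindle and divide the cell rose together in ATCs. *Bub1* of the spindle checkpoint, *Cdk1*, which starts mitosis, the spindle gene *Tpx2*, and *Prc1*, *Racgap1*, *Kif20a* and *Anln*, which complete the division, were all higher than in wild type thyroids. They were also higher than in [*Pten, p53*] thyr-/- thyroids and FTCs. Of 24 mitotic genes among the common increased genes, 21 in bold and *Racgap1*, *Prc1* and *Tpx2*, 23 were measured by a probe set assigned to 1 gene and the other, *Ccnb1*, was not. All 23 were called, with folds from 3.41 to 7.79 and adjusted p values up to 0.000162. Their median log2 change was 2.19. *Kif20a* had a log2 fold change of 2.96 (standard error 0.18, adjusted p = 1.89e-07), *Racgap1* a log2 fold change of 2.81 (standard error 0.21, adjusted p = 7.24e-07), *Prc1* a log2 fold change of 2.72 (standard error 0.25, adjusted p = 3.79e-06) and *Tpx2* a log2 fold change of 2.66 (standard error 0.24, adjusted p = 3.29e-06) from limma. The same 23 genes were higher in ATCs than in [*Pten, p53*] thyr-/- pools, by a median of 1.95, and higher than in FTCs, by a median of 1.83. Between FTCs and wild type pools 9 of the 23 passed, all higher, with a median of 0.40. Between *Pten* thyr-/- and wild type pools 6 passed, all higher, and between [*Pten, p53*] thyr-/- and wild type pools 2 passed, both higher. These counts rest on wild type pool F2, whose mitosis genes were high: without it 16 passed in FTCs, and without it and *p53*-/- pool F3 20 passed in *Pten* thyr-/- pools and 9 in [*Pten, p53*] thyr-/- pools, all higher (a setting chosen after the values were seen). In *p53*-/- pools their median change from wild type pools was -0.06. These genes were picked on the same ATC and wild type arrays. Each comparison with another group reuses the ATC or the wild type arrays, so none of them is free of this selection.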

Strikingly, 24 of the top 50 common up-regulated genes encode for proteins involved in the control of the G2/M transition and of the mitotic process (Table 2, bold), indicating that mitotic deregulation is a key process in the development of ATC, and thus identifying putative clinically valuable targets. 

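In ATCs genes of the transcription factors that keep a cell a thyrocyte were lower, together with genes of thyroid hormone production. *Pax8*, *Nkx2-1* and *Foxe1* fell, and so did *Tg*, the hormone precursor, *Slc5a5*, the sodium iodide symporter, and *Duox2*, which supplies peroxide. The decreases were uneven between tumors: ATC 3 had the highest *Pax8*, *Nkx2-1*, *Foxe1* and *Tg* of the 5, but not the highest *Slc5a5* or *Duox2*. Among 18 thyroid differentiation genes measured, 0 were higher, 16 were lower and 2 did not pass (0 higher and 16 lower when adjusted over the list alone), at an adjusted p = 0.123 with an estimated correlation. The median log2 change was -3.09, and *Slc26a4* and *Tff3* were the genes that did not pass. *Pax8*, on chromosome 2 of GRCm38.p6 from 24420551 to 24475599, measured 12.73 ± 0.11 (SD, n = 6) in wild type pools and 8.76 ± 1.30 (SD, n = 5) in ATCs, a log2 fold change of -3.97 (standard error 0.46, adjusted p = 2.33e-05). In *Nkx2-1*, on chromosome 12 of GRCm38.p6 from 56531935 to 56536908, the log2 fold change of -2.31 (standard error 0.26, adjusted p = 2.02e-05) was smaller, and ATC 3 at 10.14 lay above the other ATCs at 8.25 to 8.72. *Tg*, on chromosome 15 of GRCm38.p6 from 66670754 to 66850721, measured 14.10 ± 0.03 (SD, n = 6) in wild type pools and 10.14 ± 2.90 (SD, n = 5) in ATCs, and its log2 fold change of -3.96 (standard error 1.02, adjusted p = 0.0073) carried the widest spread between tumors of these genes; pools and FTCs read 14.00 to 14.13, near the top of the array's range, so the decrease is at least this large. *Tshr* had a log2 fold change of -4.46 (standard error 0.55, adjusted p = 3.64e-05), and *Slc5a5* a log2 fold change of -3.04 (standard error 0.21, adjusted p = 4.48e-07). The changes of *Duox2* and *Foxe1* were -2.48 and -1.34. *Tpo* has no probe set of its own in the annotation used here. Every ATC lay below every wild type pool in the mean of the list (exact permutation test, two-sided p = 0.00216, the smallest that 5 tumors against 6 pools allow). Relative to the wild type mean, the list averaged -2.85 ± 0.73 (SD, n = 5) in ATCs, from -3.52 to -1.76, and -0.12 ± 0.13 (SD, n = 5) in FTCs.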

As expected, the list of common down-regulated genes contains several thyroid differentiation markers (Table 2, underlined), underlining the dramatic loss of differentiation that characterizes the development of anaplastic thyroid tumors.

To further investigate the 430-gene ATC signature identified by the interspecies analysis, we used Gene Set Enrichment Analysis (GSEA) to query the Molecular Signatures Database (MSigDB), a large collection of curated gene sets [26]. One hundred-nineteen gene sets were enriched in both mouse and human ATCs with an FDR of less than 10%. This included sets of genes up- and down-regulated in anaplastic thyroid carcinoma compared to normal thyroid tissue [27] as well as three independent sets for mitosis-related genes (Figure 6C).

We next used real time PCR to validate a subset of the deregulated genes (marked with an asterisk in Table 2) using an independent set of tissues from control, single mutant, and progressively older double mutant mice, and histology-confirmed ATCs. Dramatic over-expression of the top three genes (ranked based on expression levels in mouse samples), i.e. *Timp1*, *Steap1*, and *Itga5*, was confirmed in mouse ATCs compared to wild type controls, single mutants, and aging double mutants (Figure 7). The expression of *Timp1*, an inhibitor of matrix metalloproteinases that promotes mitogenesis and angiogenesis, and previously found up-regulated in thyroid cancer [28] and of *Steap1*, a cell surface protein found over-expressed in various cancers [29] was already increased (although at a lower level) in *Pten*^thyr−/−^ mice, suggesting a direct role of PI3K signaling in their regulation. Conversely, *Itga5* expression was increased only in ATCs, indicating that integrin α5 may play an active role in the establishment and maintenance of epithelial-to-mesenchymal transition [30]. We also validated the over-expression of *Racgap1*, *Prc1*, and *Tpx2*, which belong to the large group of genes involved in the control of mitosis [31-33]. Validation of the down-regulation of several thyroid differentiation markers is shown in Figure 2. In addition, we validated the striking repression of *Ppargc1a*, the gene encoding for the transcriptional coactivator PGC1-α, which integrates mitochondrial biogenesis and energy production with various cellular functions [34].

**Figure 7:**
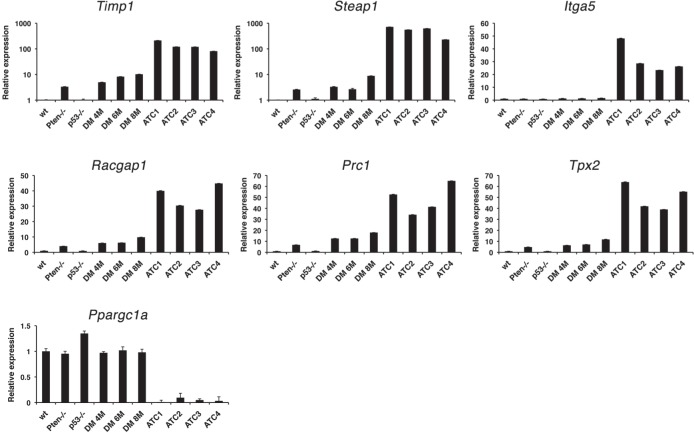
Real-time PCR validation of a panel of genes differentially regulated in both mouse and human ATCs in 4-month old control and single mutant mice, ATC-free, progressively older (4, 6, 8 months) double mutants, and histologically confirmed ATCs from 8- to 9-month old double mutants

### Mouse ATCs exhibit a glycolytic switch

Many tumors are characterized by a shift from an oxidative to a glycolytic bioenergetic pathway, a phenomenon known as the Warburg effect [35]. Human ATCs commonly display intense glucose uptake on ^18^F-FDG PET imaging, indicating that this tumor type has a strong glycolytic phenotype [36].

The down-regulation of *Ppargc1a* prompted us to test whether the ATCs developing in [*Pten, p53*]^thyr−/−^ mice reflect this metabolic shift. We performed ^18^F-FDG PET imaging on sex- and age-matched control and ATC-bearing mice (8-month old), and found that tumor-bearing [*Pten, p53*]^thyr−/−^ mice avidly uptake radiolabeled glucose (Figure 8A). Furthermore, immunohistochemical, western blotting, and real time PCR approaches revealed that ATCs developing in [*Pten, p53*]^thyr−/−^ mice consistently up-regulate *Hif1α*, *Hexokinase 2*, and *Pyruvate Kinase M2*, all of which have been shown to be directly responsible for the establishment of the Warburg effect (Figure 8B-D). Although *Ldha*, the gene encoding Lactate Dehydrogenase A, was not consistently up-regulated in mouse ATCs, we found that lactate content of every tumor tested was dramatically increased (up to four-fold) compared to control thyroids, further demonstrating the highly glycolytic nature of these tumors (Figure 8E).

**Figure 8:**
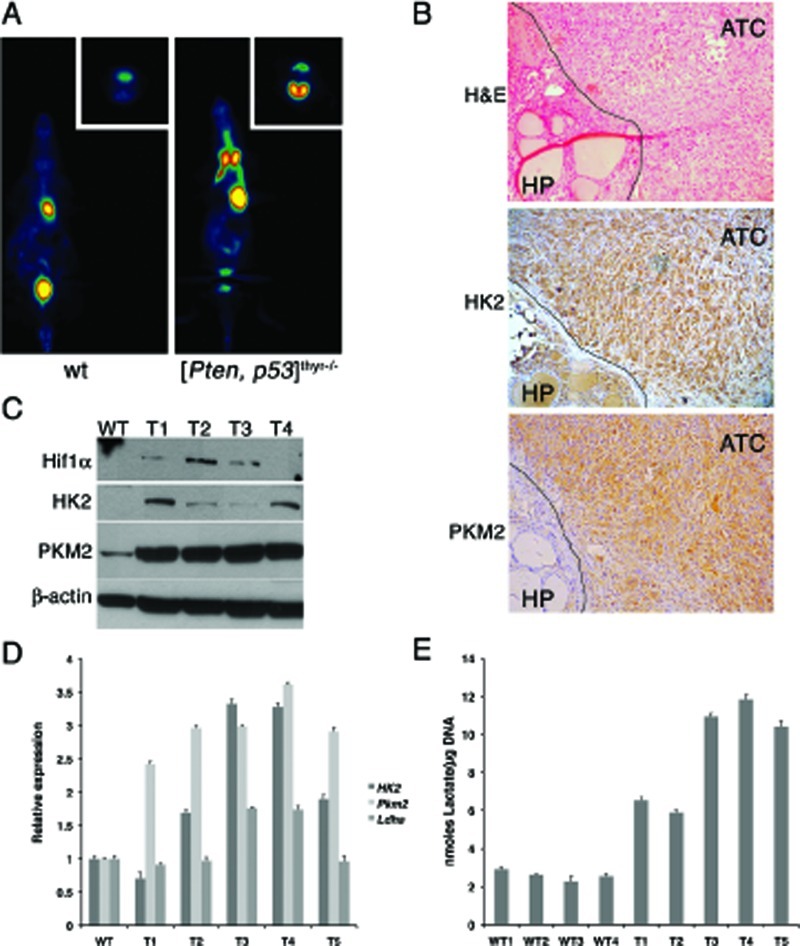
Mouse ATCs undergo a glycolytic switch (Warburg effect) (A) Coronal section (transverse in the inset) of representative ^18^FDG PET scans of 8-month old control and compound mutant mice, showing high ^18^FDG accumulation in the thyroid tumor. (B) H&E and immunohistochemical detection of Hexokinase II and Pyruvate kinase M2 in the anaplastic component of a representative mouse tumor. The line demarcates the boundary between well-differentiated and anaplastic component. (C) Western blotting showing the increased expression of Hif1α, Hexokinase II and Pyruvate kinase M2 in four mouse ATCs (T1-T4). (D) Real-time PCR analysis of the expression of Hexokinase II, Pyruvate kinase M2, and Lactate dehydrogenase A in five mouse ATCs (T1-T5). (E) Lactate content of four wild type thyroids and five ATCs (T1-T5), showing consistent increase in neoplastic glands.

### Mouse and human ATC cell lines are sensitive to glycolytic inhibitors

Based on these results, we tested whether the glycolytic inhibitor 2-deoxyglucose (2-DG), a glucose analogue which is phosphorylated by hexokinase but cannot be further metabolized in the glycolytic process [37], would affect the growth and survival of two cell lines we established from ATCs developed by [*Pten, p53*]^thyr−/−^ mice. Both cell lines were efficiently inhibited by 2-DG, showing dose-dependent growth suppression at 48h with an ED_50_ (0.3 mM for T1860 and 1.8 mM for T1903) remarkably lower than previously reported (6.7-8.1 mM) for prostate and breast cancer cell lines [37] (Figure 9A, top panels), suggesting that ATC cells might be especially sensitive to glycolysis inhibition. However, glycolytic inhibitors as single agents have shown limited efficacy *in vivo* [38], while their combination with standard chemotherapy has shown, in some instances, a promising synergistic effect [38, 39]. Thus we tested whether 2-DG could enhance the cytotoxic effect of doxorubicin, a standard, although poorly effective, treatment for ATC. We compared the single agent dose-response curves of the two aforementioned mouse ATC cell lines to the curve obtained using the two drugs combined at a fixed ratio based on the most effective single dose concentration for each drug. The combination treatment was more effective than each single agent over a wide range of concentrations (Figure 9A, middle panels). In order to establish whether the combined effects of 2-DG and doxorubicin were synergistic rather than additive, we calculated the combination index (CI) according to the well-established Chou and Talalay median effect method [40]. Figure 9A (bottom panel) shows the isobolograms for the drug combinations in the two cell lines, and the calculated CIs for the ED_50_. Strong synergistic effects (CI<1) resulted from the combination of 2-DG and doxorubicin.

**Figure 9:**
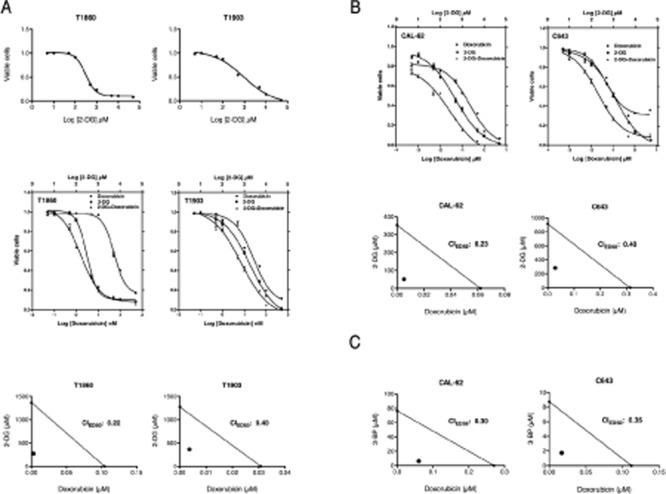
Both mouse and human ATC cell lines are highly sensitive to glycolytic inhibitors (A) Top panel: dose-response curves showing the effect of 2-deoxyglucose (2-DG) on the viability of two mouse ATC cell lines. Middle panel: dose-response curves showing the. Bottom panel: isobolograms showing strong synergy between the two compounds. (B) Top panel: dose-response curves showing the cooperative effect of a 2-DG/Doxorubicin combination on the viability of two human ATC cell lines. Middle panel: isobolograms showing strong synergy between the two compounds. (C) Isobolograms showing strong synergy between doxorubicin and another glycolytic inhibitor, 3-bromopyruvate (3-BP).

Next, we extended these findings to two human ATC cell lines, CAL-62 and C643, characterized by different *driver* mutations compared with our mouse model. CAL-62 harbors a G12R *KRAS* mutation, while C643 harbors a G13R *HRAS* mutation [41]. In addition, p53 is inactivated in both cell lines, consistent with most ATCs [42].

Both human ATC cell lines responded to 2-DG in a manner similar to the mouse cells, with an ED_50_ (0.48 mM for CAL-62, 1.19 mM for C643) again lower than previously reported for other tumor types (Figure 9B, top panels). Doxorubicin alone was more effective in CAL-62 than in C643. When combined in a fixed ratio, the two drugs displayed a striking increase in efficacy at all concentrations tested, and the CI calculation confirmed the strongly synergic nature of this interaction (Figure 9B, bottom panels).

To conclusively demonstrate that inhibition of glycolysis can effectively synergize with standard chemotherapy in ATC, we used a second glycolysis inhibitor, 3-bromopyruvate (3-BP), an alkylating agent that inhibits hexokinase and GAPDH [43]. Since 3-BP has a Ki for glycolysis inhibition of 2.4 mM, while the one for DG is 15.5 mM, 3-BP appears to be a more efficient glycolysis inhibitor than 2-DG [44]. When combined with doxorubicin, 3-BP showed a strong synergistic effect, with a CI of 0.3 (Figure 9C).

Taken together, these data strongly suggest that anaplastic thyroid carcinomas are highly sensitive to glycolysis inhibitors, especially in combination with cytotoxic chemotherapy, independent of the nature of the driver mutation originally responsible for the transformation process.

## DISCUSSION

The prevalence of thyroid cancer is increasing worldwide, and this is due only in part to improved and earlier detection [45]. Although less than 5% of the 48,020 new thyroid cancer cases (+7.5% compared to 2010) estimated for 2011 in the United States [46] will be diagnosed as anaplastic tumors, the latters will account for the majority of the 1,740 estimated annual deaths. The dismal prognosis associated with these tumors reflects their intrinsic resistance to any therapeutic approach, including surgery, radiation, chemotherapy, and targeted therapy [6]. The genomic instability and karyotypic complexity that characterize ATCs [12] are likely major determinants of therapy resistance, since they result in the simultaneous activation of multiple oncogenic pathways, and thus in the establishment of a redundant network offering multiple escape and survival routes. All our current knowledge on the pathogenetic mechanisms of ATC is based on the analysis of patient material and on the use of cell lines and xenograft models. It is thus clear that an *in vivo*, immunocompetent, and clinically relevant model of ATC would be a critical tool to better understand the mechanisms associated with ATC development, and to identify novel, more effective therapeutic targets.

Most ATCs harbor mutations that activate one of two pathways that act as *drivers* of the transformation process: the RAS/BRAF/MAPK cascade, and the PI3K/PTEN/AKT cascade [47]. These mutations are usually already present in the well-differentiated tumor component from which most ATCs develop [3, 4]. In addition, most ATCs share inactivating mutations of *p53*, which are likely to determine, in combination with the driver mutations, the anaplastic features of these tumors [48].

Building upon these patient-derived genetic data, we have generated the first mouse model of ATC by combining, in the mouse thyroid follicular cells, *p53* loss with constitutive PI3K activation, via deletion of the *Pten* tumor suppressor.

The most clinically relevant feature of this model is the remarkable similarity of its morphological and molecular features to human ATCs, including those tumors that do not display PI3K activation. [*Pten, p53*]^thyr−/−^ anaplastic tumors derive from pre-existing follicular carcinomas, and exhibit cellular pleomorphism, aneuploidy, genomic instability, and epithelial-to-mesenchymal transition. This latter feature is of particular interest, since recent data in the breast and other tissues suggest that EMT is linked to the generation of a cancer-initiating cell (or cancer stem cell) population [49, 50], endowed with an intrinsic drug resistance phenotype [51]. Ongoing studies in this model will shed more light on the signals and mechanisms that initiate and maintain this phenotype.

The expression of all the classical thyroid-specific markers, including that of the sodium-iodide symporter (NIS), is lost as a consequence of the de-differentiation process. Thus this model provides us with a novel *in vivo* tool to explore the mechanisms leading to NIS suppression, and to attempt to pharmacologically restore radioiodine sensitivity, as recently described in a model of papillary and poorly differentiated *BRAF*^V600E^-dependent thyroid carcinoma [52].

Another important and clinically relevant feature of our model, underlining its high similarity to human tumors, is the absence of the dramatic TSH increase typical of all current mouse models of advanced thyroid cancer, a phenotype that is never seen in human patients [15, 18, 52]. The possible confounding effects of high TSH levels during the transformation process are underlined by the absence of neoplastic transformation when these models are crossed to *Tshr*^−/−^ mice [17, 53].

Despite the simultaneous loss of *Pten* and *p53*, it still takes at least 6 months for these mice to develop frank carcinomas, which might suggest the need for additional genetic alterations to accumulate. Our data exclude the presence of mutations in the hotspots of known ATC-related genes (*Braf*, *H-*, *N-*, and *Kras*), and indicate that a thorough, genome-wide approach to identify possible additional cooperating events is warranted.

A noteworthy feature, with important clinical implications, is that although ATCs are aneuploid and genomically instable, and thus resistant to single agent approaches, still they are somewhat addicted to their original driver mutation. In fact, a well characterized AKT inhibitor, MK-2206, was much more effective on cell lines derived from murine [*Pten, p53*]^thyr−/−^ anaplastic tumors than on human cell lines harboring *RAS* mutations. Although this notion will need additional in-depth validation, it might represent a valid rationale for the use of driver pathway-targeted inhibitors in combination with cytotoxic drugs.

Further support to the clinical relevance of this model comes from the analysis of its molecular features. 

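The phosphate transporter gene *Slc34a2* and *Ddah1*, which degrades an inhibitor of nitric oxide synthesis, rose in *Pten* thyr-/- thyroids, in [*Pten, p53*] thyr-/- thyroids and in FTCs. FTCs added the mucin gene *Muc1*, the iron carrier gene *Lcn2* and, over *Pten* thyr-/- thyroids, *Ccnd1*. Most or all adipocyte genes fell in each of the 3 groups relative to wild type thyroids. Parathyroid and C cell markers were lower too, averaging -0.68 in *Pten* thyr-/- pools, -0.69 in [*Pten, p53*] thyr-/- pools and -1.89 in FTCs relative to the wild type mean. Fat and parathyroid lie against the gland, so the arrays do not assign these decreases to thyrocytes. *Slc34a2* had a log2 fold change of 2.21 (standard error 0.31, adjusted p = 6.49e-05) in *Pten* thyr-/- pools, and changes of 1.99 in [*Pten, p53*] thyr-/- pools and 3.62 in FTCs. *Ddah1* changed by 2.16, 3.00 and 2.05 in the same order. In *Pten* thyr-/- pools 226 genes were called against wild type pools, 68 higher and 158 lower, and in [*Pten, p53*] thyr-/- pools 383, of which 162 were higher and 221 lower. FTCs had 803 genes called against wild type pools, 270 higher and 533 lower, and 499 against *Pten* thyr-/- pools, 232 higher and 267 lower. In FTCs the lipase gene *Lipk* had a log2 fold change of 4.64 (standard error 0.34, adjusted p = 2.46e-06), *Lcn2* changed by 3.25 and *Muc1* by 3.19 against wild type pools, and *Ccnd1* by 1.51 against *Pten* thyr-/- pools. The iodide symporter gene *Slc5a5* fell in FTCs (log2 -1.66 (standard error 0.41, adjusted p = 0.0089)), while of 18 thyroid differentiation genes 3 were higher, 5 were lower and 10 did not pass (3 higher and 5 lower when adjusted over the list alone). Of 17 hypoxia and HIF1 targets, 11 were higher, 0 were lower and 6 did not pass in FTCs relative to wild type pools (11 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.369 with an estimated correlation). Against *Pten* thyr-/- pools 10 were higher, 1 were lower and 6 did not pass (11 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.411 with an estimated correlation). All 27 adipocyte genes were lower in *Pten* thyr-/- pools (0 higher and 27 lower when adjusted over the list alone; adjusted p = 0.0692 with an estimated correlation), 26 in [*Pten, p53*] thyr-/- pools (0 higher and 26 lower when adjusted over the list alone; adjusted p = 0.125 with an estimated correlation) and 24 in FTCs (0 higher and 24 lower when adjusted over the list alone; adjusted p = 0.0874 with an estimated correlation). Of 49 genes of mitosis and G2/M, 8 were higher, 0 were lower and 41 did not pass in *Pten* thyr-/- pools (7 higher and 0 lower when adjusted over the list alone; adjusted p = 0.745 with an estimated correlation). Left without wild type pool F2 and *p53*-/- pool F3, whose mitosis genes were high, a setting chosen after the values were seen, *Pten* thyr-/- pools had 40 of these genes higher (45 higher and 1 lower when adjusted over the list alone) and [*Pten, p53*] thyr-/- pools 17 higher and 1 lower. FTCs had 12 of these mitosis genes higher against wild type pools (7 higher and 0 lower when adjusted over the list alone; adjusted p = 0.722 with an estimated correlation), and 35 without wild type pool F2. A set of 11 thymus genes, among them *Rag1*, averaged from -1.42 to 1.52 in wild type pools and from -1.51 to -0.61 in *Pten* thyr-/- pools relative to the wild type mean. T and NK cell markers averaged -0.62 ± 0.20 (SD, n = 6) in *Pten* thyr-/- pools. Arrays of FTCs correlated at 0.742 with *Pten* thyr-/- arrays and 0.781 with [*Pten, p53*] thyr-/- arrays across the probe sets of the clustering, against 0.637 with wild type arrays. Those probe sets were chosen for differences between the group means.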

Expression profiling of control, single, and double mutant thyroid glands, compared with follicular and anaplastic tumors developed by *Pten*^thyr−/−^ and [*Pten, p53*]^thyr−/−^ mice respectively, revealed a substantial similarity between *Pten*^thyr−/−^ and [*Pten, p53*]^thyr−/−^ hyperplasias and *Pten*^thyr−/−^ follicular carcinomas, emphasizing the driver role of PI3K activation in the establishment of neoplastic transformation. 

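In ATCs most epithelial marker genes were lower and most mesenchymal genes higher than in wild type thyroids. *Cdh1*, *Epcam* and *Dsp*, which join epithelial cells, fell together with *Esrp1*, which sets epithelial splicing. The transcription factors *Snai1*, *Zeb1* and *Twist1*, which repress epithelial genes, rose, as did *Fn1*, *Vim* and *S100a4*. FTCs did not have this pattern, and more of their epithelial genes were raised than lowered relative to wild type thyroids. Of 29 epithelial markers, 0 were higher, 25 were lower and 4 did not pass in ATCs relative to wild type pools (0 higher and 26 lower when adjusted over the list alone), with a median log2 change of -2.54 and an adjusted p = 0.254 with an estimated correlation. *Cdh1*, on chromosome 8 of GRCm38.p6 from 106603350 to 106670247, had a log2 fold change of -2.68 (standard error 0.46, adjusted p = 0.000458), with ATC 3 at 10.99 and the other ATCs from 7.61 to 9.19 on the log2 scale. Log2 changes of *Epcam*, *Prss8*, *Dsp* and *Esrp1* were -4.24, -4.16, -3.71 and -3.62. Of 33 mesenchymal and EMT genes, 27 were higher, 0 were lower and 6 did not pass (29 higher and 0 lower when adjusted over the list alone), at a median of 1.37, and as a set they kept their difference with an estimated correlation (adjusted p = 0.00347). *Vim* had a log2 fold change of 0.84 (standard error 0.06, adjusted p = 3.28e-07), and *Snai1*, *Twist1* and *Fn1* changed by 1.72, 1.37 and 2.53. Against FTCs, 26 of these genes were higher and 0 were lower (27 higher and 0 lower when adjusted over the list alone; adjusted p = 0.161 with an estimated correlation). In FTCs relative to wild type pools, 15 epithelial markers were higher and 1 was lower (16 higher and 1 lower when adjusted over the list alone; adjusted p = 0.42 with an estimated correlation), and 3 mesenchymal genes were higher and 10 lower (3 higher and 13 lower when adjusted over the list alone; adjusted p = 0.642 with an estimated correlation). Mesenchymal genes are also expressed by fibroblasts and macrophages, which whole tumors contain, so the arrays do not assign them to the tumor cells. 

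**Figure D2:**
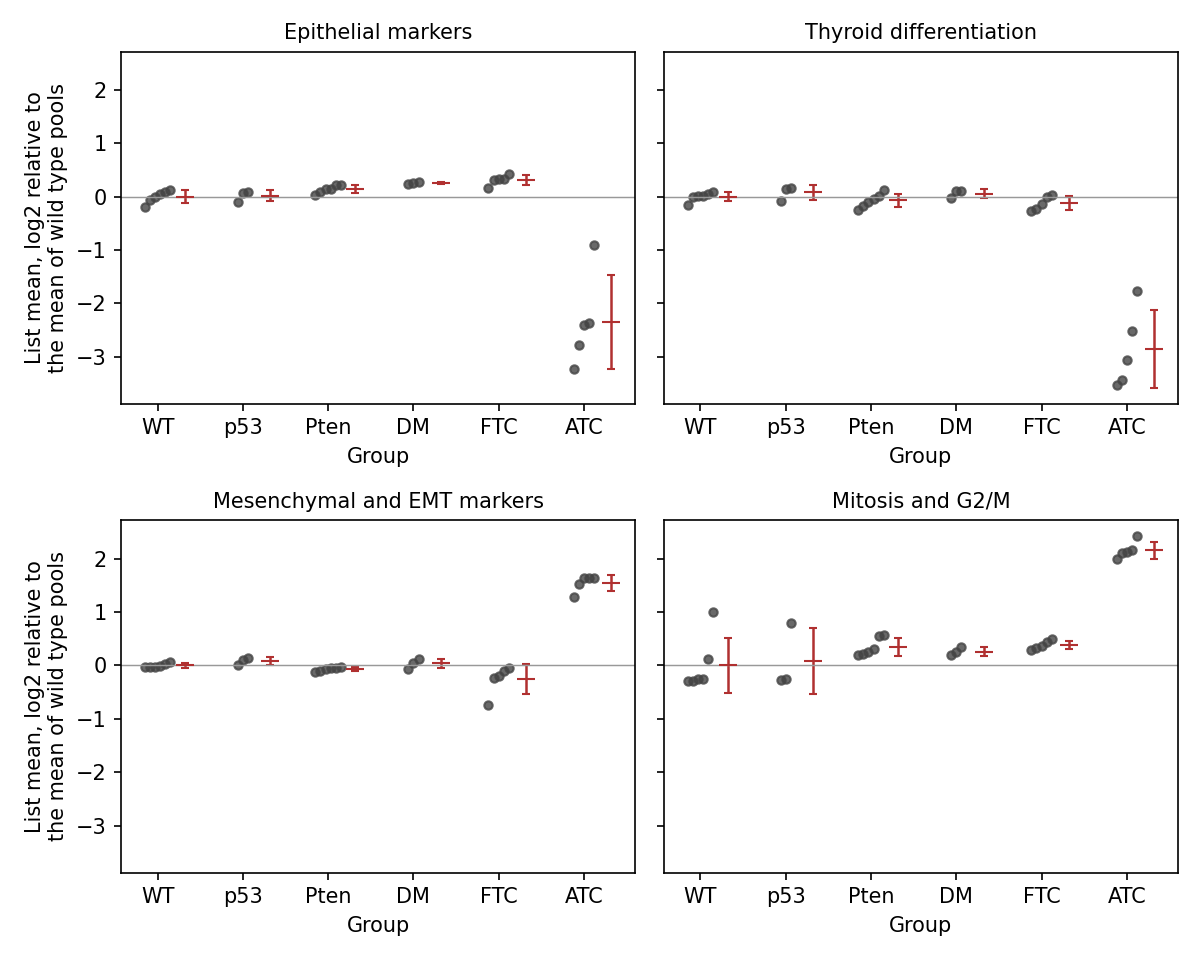
Mean of each list (epithelial markers, thyroid differentiation, mesenchymal and EMT markers, mitosis and G2/M) per array on the log2 scale, relative to the mean of wild type pools; dots are arrays, red bars group means with SD. ATCs average -2.34 for epithelial and 1.54 for mesenchymal genes, while the means of the other 5 groups lie from 0 to 0.31 and from -0.26 to 0.08.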

Strikingly, ATC profiles were significantly different from any other sample, including younger [*Pten, p53*]^thyr−/−^ compound mutants, underlining the existence of a dramatic biological switch associated with the establishment of anaplasia and EMT. Molecular characterization of this switch will undoubtedly yield much-needed clues on potential therapeutic targets along the pathways involved. 

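In ATCs most genes of enzymes that break down branched-chain amino acids and propanoate fell, while genes of arginine and proline metabolism moved in both directions. *Acss1* and *Acss3*, which activate acetate and propionate, and *Aldh6a1* fell. *Aldh18a1*, which makes proline, *P4ha1*, which hydroxylates it in collagen, and *Gatm*, which makes creatine from arginine, rose, while *Prodh*, which degrades proline, fell. Of the arginases, *Arg1* rose and *Arg2* fell. Among 25 genes of branched-chain amino acid and propanoate metabolism, 0 were higher, 22 were lower and 3 did not pass (0 higher and 22 lower when adjusted over the list alone), with a median log2 change of -0.87 and an adjusted p = 0.0708 with an estimated correlation. *Acss1* had a log2 fold change of -2.89 (standard error 0.21, adjusted p = 6.00e-07), and *Acss3* and *Aldh6a1* changed by -2.04 and -1.99. Relative to the wild type mean, the list averaged -0.98 in ATCs, -0.45 in *Pten* thyr-/- pools, -0.32 in [*Pten, p53*] thyr-/- pools and -0.38 in FTCs. Fat and muscle also express these enzymes, and their markers averaged -2.70 and -1.26 in ATCs, while adipocyte markers averaged -1.55 in *Pten* thyr-/- pools, -1.92 in [*Pten, p53*] thyr-/- pools and -2.42 in FTCs, so the arrays do not assign the decrease to thyrocytes. In FTCs, 2 of the genes were higher and 10 lower than in wild type pools (2 higher and 11 lower when adjusted over the list alone; adjusted p = 0.408 with an estimated correlation). Against FTCs, 1 was higher and 15 were lower in ATCs (1 higher and 16 lower when adjusted over the list alone; adjusted p = 0.176 with an estimated correlation). Of 22 genes of the urea cycle and of arginine and proline metabolism, 11 were higher, 6 were lower and 5 did not pass (11 higher and 6 lower when adjusted over the list alone), so the list moved in both directions (camera adjusted p = 0.164), although its mean was higher by 0.28 in ATCs, with all 5 above every wild type pool (exact permutation, chosen after the values were seen, adjusted p = 0.00315). *Aldh18a1* had a log2 fold change of 1.90 (standard error 0.11, adjusted p = 9.74e-08) and *Arg2* a log2 fold change of -3.08 (standard error 0.41, adjusted p = 6.96e-05). The increase of *Arg1*, a gene that macrophages also express, was a log2 fold change of 2.31 (standard error 0.59, adjusted p = 0.00705). *Gatm*, *P4ha1* and *Prodh* changed by 2.08, 1.38 and -1.46. *Ass1* and *Pycr1* have no probe set of their own in the annotation used here.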

While the biological features of ATCs predicted an enrichment in genes involved in pathways related to EMT, invasion, and metastasis, it is interesting that we also found significant alterations in groups of genes associated with metabolic pathways, such as *Propanoate metabolism*, *Urea cycle*, and *Arginine and proline metabolism*, that have been recently associated with a neoplastic state [54].

Analysis of the overlap between genes significantly deregulated in our mouse model and those deregulated in the only two Affymetrix-based, publicly available, datasets containing human ATCs [24, 25] has allowed us to define a set of 430 genes consistently and significantly deregulated in both mouse and human ATCs. Strikingly, this “ATC signature” is highly enriched in genes encoding proteins involved in the control of mitosis, and shows a considerable overlap with the “cell proliferation and chromosomal instability signature” reported by Salvatore *et al.* using a different platform [12]. 

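Most genes of the mitosis and DNA replication lists were higher in ATCs, among them the origin licensing genes *Mcm3* and *Mcm5*, the nucleotide synthesis gene *Rrm2* and the polymerase gene *Pole*. *Gmnn*, which blocks a further round of licensing, was the only replication gene lower. FTCs and hyperplastic thyroids expressed the same genes at levels between wild type and ATC or near wild type. Of 49 genes of mitosis and G2/M, 48 were higher, 0 were lower and 1 did not pass in ATCs relative to wild type pools (48 higher and 0 lower when adjusted over the list alone). The median log2 change was 2.21, with a camera adjusted p = 0.2 with an estimated correlation. This list and Table 2 share genes, among them the unmeasured *Ccnb1*, and the overlap was not counted. The paper chose the genes of Table 2 on the same arrays, so the list is not independent of that choice. *Anln*, *Cdk1* and *Bub1* rose most, by 3.15, 3.12 and 3.09 on the log2 scale. Of 32 DNA replication genes, 31 were higher, 1 were lower and 0 did not pass (31 higher and 1 lower when adjusted over the list alone), at a median of 1.39 (adjusted p = 0.172 with an estimated correlation). *Rrm2* had a log2 fold change of 2.81 (standard error 0.48, adjusted p = 0.000471) and *Pole* a log2 fold change of 2.47 (standard error 0.27, adjusted p = 1.57e-05). Relative to the wild type mean, the mitosis list averaged 2.16 ± 0.16 (SD, n = 5) in ATCs, 0.38 ± 0.08 (SD, n = 5) in FTCs, 0.35 ± 0.17 (SD, n = 6) in *Pten* thyr-/- pools and 0.26 ± 0.08 (SD, n = 3) in [*Pten, p53*] thyr-/- pools, whereas wild type pools spread by 0.52 (SD, n = 6). Between ATCs and FTCs, 47 of the mitosis genes were higher and 0 were lower in ATCs (47 higher and 0 lower when adjusted over the list alone; adjusted p = 0.118 with an estimated correlation). The sets of the Molecular Signatures Database and the signature of the earlier study were not analysed here.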

The availability of novel, specific inhibitors of key mitotic kinases such as Aurora A [55] and Plk1 [56] emphasizes the clinical relevance of this finding, and, together with preliminary reports showing efficacy of Plk1 inhibition in ATC cell lines [57], warrants further studies in ATC models using these compounds alone or, more likely, in combination with other relevant drugs.

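*Aurka*, which encodes Aurora A, and *Plk1* were higher in ATCs than in wild type thyroids, [*Pten, p53*] thyr-/- thyroids and FTCs. Both kinases drive entry into mitosis and the building of the spindle. Between FTCs and wild type thyroids neither gene had a firm change. *Aurka*, on chromosome 2 of GRCm38.p6 from 172356190 to 172370886, measured 7.54 ± 0.35 (SD, n = 6) in wild type pools, 7.92 ± 0.02 (SD, n = 3) in [*Pten, p53*] thyr-/- pools, 7.89 ± 0.14 (SD, n = 5) in FTCs and 9.63 ± 0.22 (SD, n = 5) in ATCs on the log2 scale. Against wild type pools its log2 fold change of 2.09 (standard error 0.16, adjusted p = 1.19e-06) came from limma, with 1.71 against [*Pten, p53*] thyr-/- pools and 1.74 against FTCs. *Plk1*, on chromosome 7 of GRCm38.p6 from 122159435 to 122169884, measured 7.78 ± 0.74 (SD, n = 6), 8.46 ± 0.17 (SD, n = 3), 8.60 ± 0.09 (SD, n = 5) and 10.43 ± 0.14 (SD, n = 5) in the same order. Its log2 fold change of 2.66 (standard error 0.30, adjusted p = 1.71e-05) against wild type pools was accompanied by 1.97 against [*Pten, p53*] thyr-/- pools and 1.83 against FTCs. In FTCs relative to wild type pools, *Plk1* changed by 0.83 (standard error 0.29, adjusted p = 0.0487) and *Aurka* by 0.35 (standard error 0.15, adjusted p = 0.0995); *Plk1* lost the threshold without any 1 array other than wild type pool F2, without which *Plk1* (log2 1.10) and *Aurka* (log2 0.48) both passed.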

Finally, we have provided evidence that, similar to human ATCs, [*Pten, p53*]^thyr−/−^ tumors are highly glycolytic and very sensitive to two compounds, 2-DG and 3-BP, targeting different steps of glycolysis. Despite a growing literature supporting the efficacy of anti-glycolytic compounds in cancer cell lines [37, 39, 58] as well as in xenograft models [38, 44], their clinical development as single agents has been slowed down by toxicity-related issues associated with prolonged administration of high concentrations of these drugs. However, promising results have been obtained in clinical trials using 2-DG as a radiosensitizer [59]. More specific inhibitors, with the goal of widening their therapeutic window, are currently under development [60]. Our data support the notion that glycolysis inhibitors not only decrease proliferation and survival of ATC cells as single agents at a relatively low concentration, but also significantly increase the efficacy of a cytotoxic drug, doxorubicin, already in clinical use for ATC. The rationale for this combination is twofold: i) DNA damage caused by doxorubicin cannot be effectively repaired when the cell's ATP levels are reduced upon glycolytic inhibition; ii) reduced ATP will decrease the efficacy of the ATP-dependent pumps responsible for the efflux of doxorubicin from the cells. Thus, our proof-of-principle data provide a strong rationale to develop and test additional combinations of novel glycolytic inhibitors and clinically relevant chemotherapeutic drugs in sensitive tumor types, such as ATC, for which current therapeutic approaches invariably fail.

## METHODS

### Animals

The *Pten^L/L^* and TPO-Cre strains have been described [22]. All strains were backcrossed in the 129Sv background for at least eight generations, and littermates were used as controls.

### Hormone measurements

Blood was collected by cardiac puncture. Serum thyroid-stimulating hormone (TSH) was measured using a sensitive, heterologous, disequilibrium double-antibody precipitation RIA [61], and results were expressed in mU/liter. All samples were individually analyzed for each mouse. Total T4 concentrations were measured by a solid-phase RIA (Coat-a-Count; Diagnostic Products Corp., Los Angeles, CA) adapted for mice. Values of the respective limits of assays sensitivities were assigned to samples with undetectable TSH and T4 concentration.

### Immunohistochemistry

6 μm sections were subjected to antigen retrieval, incubated with pERK1/2 (Thr202/Tyr204), pAKT (Ser473), pSmad2 (Ser465/467), Vimentin, e-Cadherin, HK2, and PKM2 antibodies (Cell Signaling, Danvers, MA) and counterstained with hematoxylin.

### Establishment and maintenance of cell lines

Primary thyroid tumors were minced and resuspended in Ham's F12/10% FBS with 100 U/ml type I collagenase (Sigma, St. Louis, MO) and 1 U/ml dispase (Roche, Indianapolis, IN). Enzymatic digestion was carried out for 90 min at 37°C. After digestion, cells were seeded in Ham's F12 containing 40% Nu-Serum IV (Collaborative Biomedical, Bedford, MA), gly-his-lys (10ng/ml, Sigma), and somatostatin (10ng/ml, Sigma) and allowed to spread and reach confluence before being passaged. After the fourth passage, tumor cells were adapted to grow in DMEM/10%FBS.

### Mutation detection

Genomic DNA was isolated from cell lines established from primary tumors and subjected to PCR to amplify fragments suitable for sequencing [62]. PCR products were gel purified and sequenced from both ends.

### Metaphase preparation and chromosome analysis

For chromosome preparation, primary cells at passage p1-p3 were plated in a 35mm Petri dish and incubated with Colcemid (Sigma Aldrich, St. Louis, MO) at a concentration of 10 ng/ml over night or for 3hrs at 100 ng/ml. Chromosomes were extracted with standard hypotonic treatment (0.075 M KCl), dropped on microscope slides and mounted with antifade containing DAPI (Invitrogen, Carlsbad, CA). Slides were imaged on a Zeiss Axiovert 200 Microscope using a DAPI filter (Chroma Technologies, Bellows Falls, VT). Ten fields were selected randomly and 15 to 30 cells for each tumor line were subjected to chromosome count and visually inspected for the presence of gross chromosome abnormalities and chromosome fragments.

### Western blot analysis

Thyroids and cells were homogenized on ice in RIPA buffer supplemented with Complete protease inhibitor tablet (Roche Diagnostics, Indianapolis, IN). Western blot analysis was carried out on 20-40 μg proteins using phospho-antibodies from Cell Signaling (Danvers, MA) and a β-actin antibody from Sigma-Aldrich.

### Drug treatments

Pharmacological inhibitors of AKT (MK-2206, Selleck Chemicals), and MEK1/2 (U0126, Cell Signaling) were added 24h after plating, in sextuplicate. After 72h, viability was assessed using the Wst-1 assay (Takara) and IC50s were determined using Prism software.

### Real time PCR

Total RNA was extracted with Trizol and reverse transcribed using the Thermoscript kit (Invitrogen). qRT-PCR was performed on a StepOne Plus apparatus using the Absolute Blue qPCR Rox Mix (Thermo Scientific, Waltham, MA) and TaqMan expression assays (Applied Biosystems, Carlsbad, CA). Each sample was run in triplicate and *Ipo8* was used to control for input RNA. Data analysis was based on the Ct method, and experiments were repeated at least three times using at least two independent organ pools (at least five mice/pool).

### Expression profiling

Three pools of three to five mice, and five individual, flash-frozen, histologically verified tumor samples of each histotype, were randomly selected from each of the six different groups (control, *Pten*^thyr−/−^, *p53*^thyr−/−^, [*Pten, p53*]^thyr−/−^, follicular carcinomas, anaplastic carcinomas). Tumor fragments and thyroid glands were subjected to total RNA isolation using TRIzol Reagent (Invitrogen) followed by further purification with the RNAeasy Kit (Qiagen). Total RNA quality was verified using the Agilent Bioanalyzer 2100. Microarray hybridization was performed at the Albert Einstein Genomics Facility using Affymetrix Mouse Gene 1.0 arrays. Normalization and background subtraction were performed with RMA, using the “oligo” package of Bioconductor. Gene selection was performed using the “limma” package. Raw p values were corrected for multiple testing using a “false discovery rate” < 0.05. Microarray data were deposited in GEO (accession no. GSE30427).

### Canonical Pathway Analysis

Canonical pathways analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant to the data set. Molecules from the data set that met the ±2-fold cutoff with a FDR<0.05 and were associated with a canonical pathway in Ingenuity's Knowledge Base were considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in 2 ways: 1) A ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway. 2) Fisher's exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone.

### Interspecies analysis

Two human datasets were obtained from GEO (E-GEOD-27155: 4 normal vs. 4 ATC) and EBI (E-MEXP-2442: 2 normal vs. 4 ATC). The mouse dataset (see above) contained six independent wild type pools and 5 individual ATCs. .CEL files were processed and normalized using the RMA function and the “affy” and “oligo” packages of Bioconductor. Data for each experiment were normalized separately, due to the different Affymetrix platforms used in the three experiments. Gene selection for each experiment was done using the “limma” package. Raw p values were corrected for multiple testing using a “false discovery rate” <0.1. Top tables were generated for all probe-sets for each experiment. Human-mouse homology mapping file were obtained from the MGI database (ftp.informatics.jax.org/pub/reports/HMD HGNC Accession.rpt) and 11,508 genes common to all three datasets were selected.

### Lactate assay

Lactate levels were assayed using a commercially available kit (Biovision, Mountain View, CA). Lactate levels were normalized to the amount of DNA extracted from each tissue fragment.

### [^18^F]Fluorodeoxyglucose positron emission tomography imaging

Wild type and [*Pten*, *p53*]^thyr−/−^ mice were fasted overnight before a tail vein injection of [^18^F]fluorodeoxyglucose (300 μCi). One hour after injection, mice were subjected to positron emission tomography (PET) scanning with the Concorde Microsystems R4 microPET Scanner. Animals were imaged while anesthetized through inhalation with isoflurane. Image acquisition was done using the MicroPET Manager with the ASPIRO dedicated software.

### Chemotherapic treatments

Doxorubicin (Sigma) and glycolytic inhibitors, 3-Bromopyruvate and 2-Deoxyglucose (Sigma) were added 24h after plating, in quadruplicate. After 48hs cell viability was assessed using the Wst-1 assay (Roche). Preliminary experiments were conducted to ensure that, in the conditions used for these assays, this method yields the same results as direct cell counting (both trypan blue-based and automated).

### Analysis of synergy

Doxorubicin was combined with each of the different glycolytic inhibitors at a fixed ratio (1:1) of the individual IC90 concentrations of each drug. Drug combinations were then serially diluted. Statistical analysis of drug synergy was evaluated from the results of the Wst-1 assays and calculated using the Chou-Talaly method [40] and the Calcusyn Software (Biosoft). To determine synergy between two drugs, the software uses a median-effect method that determines if the drug combination produces greater effects together than expected from the summation of their individual effects. The combination index (CI) values are calculated for the different dose-effect plots (for each of the serial dilutions) based on the parameters derived from the median-effect plots of the individual drugs or drug combinations at the fixed ratios. The CI was calculated based on the assumption of mutually nonexclusive drug interactions. CI values significantly > 1 are antagonistic, not significantly different than 1 are additive, and values < 1 are synergistic.

### Statistical analysis

Experiments were performed at least three times. Data were analyzed using the JMP 5.1, Calcusyn, and Prism software packages. Differences with P-values <0.05 were considered statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

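Expression was measured in mouse thyroids and thyroid tumors on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per sample and 31 arrays in all. They cover wild type thyroids (6 pools), *p53* mutant thyroids (3 pools), *Pten* mutant thyroids (6 pools), double mutant thyroids (3 pools), follicular carcinomas (5 tumors), anaplastic carcinomas (5 tumors) and 3 samples labelled as *Pten* and *Kras* mutant, which the paper does not report on and whose material is not given. The log2 values are as deposited by the authors: per the methods, RMA was run with the oligo package of Bioconductor, and per the submitters' processing notes with Affymetrix Expression Console, whose version is not given; RMA includes background correction, quantile normalization between arrays and a summary of the probes of each transcript. The values range and are distributed as RMA values on the log2 scale are, and nothing was normalized again for the values in the text. Array medians lay between 7.65 and 7.86. The values come without detection calls, so signal over background was not tested; a fold against a group below the lower quartile of its arrays (6.31 to 6.53), or near the top of the range, is a lower bound. The number of arrays limits the precision of each value.

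Probe sets were joined to genes with the annotation of the array. Of the probe sets, 21789 carry 1 gene symbol and were tested, 1621 carry several symbols and 12147 are not listed in the annotation, and these were left out except where all probe sets were tested as an alternative. The tested probe sets represent 19938 symbols, 999 of them by more than 1 probe set. Counts are of distinct symbols with a called probe set. Only the alternative with all probe sets counts probe sets instead of symbols. For lists, for shares of genes without overlap and for single genes, a gene with several probe sets was represented by the probe set with the highest mean over all arrays. Gene coordinates are from GRCm38.p6.

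Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the tested probe sets. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. Comparisons with a tumor group were fitted on the 2 groups alone without covariates, since the labels do not give the sex of the tumor mice. The Y-linked gene *Eif2s3y* read 9.04 to 9.55 in FTCs 1, 4 and 5 and 7.73 and 7.78 in ATCs 1 and 4. In the other tumors it read 4.12 to 4.38, so both tumor groups held mice of both sexes. Sex was not adjusted for in these comparisons, also where the pools were all female. Comparisons among pools were fitted on the 18 pools with a term for sex. The interaction of *Pten* loss with sex used the 12 wild type and *Pten* mutant pools, and the interaction of *Pten* and *p53* loss used the 12 female pools of 4 genotypes. The *Pten* *Kras* mutant was compared within 9 female samples, 3 each of this genotype, *Pten* mutant and wild type. The procedure was tested on simulated data with 200 changed genes, of which it recovered 93% to 100% at a log2 change of 1.5, and 97% to 100% at 2, with 0 to 5 false calls and 0 in the wrong direction. The simulated noise was independent between probe sets, without outlying pools or admixed tissue. It therefore does not bound the false calls in the arrays themselves. For the clustering, probe sets with more than a 5-fold difference between any 2 of the 6 group means were clustered by average linkage on 1 minus the Pearson correlation; the paper gives the 5-fold rule and its text does not name linkage or distance.

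The 32 lists of genes cover thyroid differentiation, mitosis and G2/M, DNA replication, glycolysis, hypoxia and HIF1 targets, the mitochondrial respiratory chain, fatty acid oxidation, branched-chain amino acid and propanoate metabolism, the urea cycle with arginine and proline metabolism, epithelial, mesenchymal and EMT markers, collagens and matrix, leukocyte extravasation, targets of p53, FoxO, SREBP, TGF-beta and interferon, ERK pathway output, and markers of macrophages, neutrophils, osteoclasts, osteoblasts, T and NK cells, B cells, endothelium, fat, muscle, cartilage and trachea, parathyroid and C cells, erythrocytes and nerve. A set of 11 thymus genes, most of them of thymocytes and *Prss16* and *Psmb11* of thymic epithelium, was added after the list means were seen. Genes of a list were counted at an adjusted p under 0.05 without a fold minimum, over all genes and over the list alone. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 32 lists, and by exact two-sided permutation of the list means over the arrays. The permutation did not hold sex fixed. The genes named in the text are those named in the paper's text and Table 2, whose values had been seen, the 10 largest increases and 10 largest decreases without overlap between ATCs and wild type pools, the 5 largest of each in the other comparisons, and up to 4 members of each list with the largest significant change; gene models were skipped among the largest changes, apart from *BC023105*. Other genes and comparisons that are named were chosen after their values were seen, and those printed with a value were given the same alternatives, among them *Snai1*, *Zeb1*, *Twist1*, *Fn1*, *Gmnn*, *Icam1*, *Cebpa* and *Tff3*.

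The alternatives were all probe sets, a filter that keeps probe sets above the 40th percentile of means, a further quantile normalization, array medians set to a common value, eBayes with trend and robust, array weights, the replicate number as a block, all 31 arrays in one fit, no sex term, female pools only, wild type pools of 1 sex, other thresholds and leaving out each replicate in turn. Leaving out wild type pool F2 and *p53* mutant pool F3 together, also for the mitotic genes of Table 2, and the exact permutation of list means were added after the values were seen. *Pten*, *Trp53*, *Kras*, *Tpo* and *Ccnb1* have no probe set of their own here, and neither have the p53 targets *Cdkn1a*, *Bax* and *Gdf15*. The human datasets, Ingenuity Pathway Analysis and the Molecular Signatures Database were not used.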

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

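The tests of neighboring tissue and of ERK output in the *Pten* *Kras* mutant were chosen after the result was seen. The tests of thymus tissue were chosen after the list means of the arrays were seen but before the thymus genes were read.

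Some samples lay far from the others of their group. In 216 groups of values examined, 19 held such a sample, and chance gives about 1 in 20 groups. Wild type pool F2 averaged 1.00 for the mitosis and G2/M list (other pools -0.30 to 0.13) and 0.41 for DNA replication (others -0.18 to 0.01), relative to the wild type mean, and its *Foxe1* was 9.19 (others 9.65 to 9.86). ATC 1 averaged 1.26 for osteoblast and bone markers (others 0.19 to 0.48), -1.85 for adipocyte markers (others -3.02 to -2.79) and -0.37 for skeletal muscle markers (others -1.58 to -1.40). ATC 3 averaged -1.51 for parathyroid and C cell markers (others -2.47 to -2.38), and its *Nkx2-1* was 10.14 (others 8.25 to 8.72). ATC 4 averaged 1.77 for DNA replication (others 1.22 to 1.25). FTC 2 averaged -0.74 for mesenchymal and EMT markers (others -0.23 to -0.05), with *Vim* at 10.99 (others 12.21 to 12.63), and FTC 3 averaged 0.21 for p53 target genes (others 0.30 to 0.32). *Pten* mutant pool F3 averaged 0 for the mitochondrial respiratory chain (others -0.31 to -0.20), -0.36 for fatty acid oxidation (others -0.68 to -0.58) and -1 for parathyroid and C cell markers (others -0.68 to -0.52), with *Pkm* at 11.56 (others 11.12 to 11.28). *Pten* mutant pool M1 averaged 0.35 for ERK pathway output (others -0.11 to 0.03), with *Itga5* at 9.42 (others 8.99 to 9.14), and pool M2 averaged 0.32 for osteoclast markers (others 0.13 to 0.18).

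Mitosis genes were high in wild type pool F2 and *p53* mutant pool F3. Thymus tissue in these pools was tested with 11 genes of thymus, such as *Rag1*, *Dntt* and *Themis* of thymocytes and *Prss16* and *Psmb11* of thymic epithelium. Their mean was 1.52 in wild type pool F2 and 1.72 in *p53* mutant pool F3. The lower of these lay 0.82 above the highest of the other 7 wild type and *p53* mutant pools. Not every member followed. *Psmb11*, at 7.42 and 7.52, lay near the other 7 pools at 7.15 to 7.51. *Ptcra*, at 7.71 and 7.49, lay near theirs at 7.31 to 7.46. *Prss16*, at 10.87 in both, was also 10.73 in *p53* mutant pool F2 and 10.45 in wild type pool M2. By the mean of the set, thymus in these pools is a candidate explanation. Thymocyte genes were not limited to them: *Rag1*, at 10.41 and 10.74 in the 2 pools, was 9.79, 8.91 and 8.29 in wild type pools F1, M2 and M3, 8.17 in double mutant pool F3 and 7.50 in *Pten* mutant pool F1, against 6.02 to 6.36 in the remaining pools, so most of the wild type pools carry it to some degree; wild type pool F1 averaged 0.13 for the mitosis list. No biological explanation was tested, since the design gives these pools no condition of their own.

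The effect of *p53* loss differed between *Pten* mutant and *Pten* wild type thyroids for 7 genes, *Lipo3*, *Mlph*, *Lmo3* and *Smpdl3b* upward and *Aldh3b2*, *Csn2* and *Maml3* downward. Chance could not be excluded for this count, since other splits of the 12 female pools called up to 72 genes, which points to a structure of the samples. The count was 13 without wild type pool F1, 4 without *p53* mutant pool F2, 3 without wild type pool F3 or *p53* mutant pool F1, 2 without double mutant pool F1 and 1 without double mutant pool F3. At the preset correlation 10 lists passed for this interaction, and the p53 target genes alone passed with an estimated correlation. For the interaction of *Pten* loss with sex, 4 lists passed, mitosis and G2/M downward and branched-chain amino acid metabolism, endothelial and adipocyte markers upward, and none of them passed with an estimated correlation (adjusted p = 0.816 for each). The mitosis median was -0.61, and -0.25 without wild type pool F2, one of the female pools compared. limma called 0 genes for this interaction, with 1757 genes at an unadjusted p under 0.05. As every split calls at least 0, the splits cannot test this count, and other splits called up to 71, which points to a structure of the samples.

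The *Pten* *Kras* mutant, which the paper does not report on, had 332 genes called against the *Pten* mutant and 820 against wild type thyroids. With 3 samples in each group the splits are too few for a share under 0.05, and the highest other split called 0 genes in the first comparison and 1 in the second. The 49 mitosis genes changed by a median of 1.02 (interquartile range 0.28) from the *Pten* mutant to the *Pten* *Kras* mutant, but 6 of them passed, and the list did not pass with an estimated correlation (adjusted p = 0.623). Thymus tissue is argued against, as the thymus genes changed by a median of -0.48 (interquartile range 0.45). A lower share of neighboring tissue would raise thyroid differentiation genes alike, and these changed by -0.02 (interquartile range 0.54). Yet adipocyte markers averaged -2.51 in the *Pten* *Kras* mutant and -1.55 in *Pten* mutant pools of both sexes, relative to the wild type mean. Parathyroid and C cell markers averaged -1.47 and -0.68. A change of the thyroid genes with the genotype could hide such a rise, so this test cannot decide. ERK output changed by 0.28 (interquartile range 0.63), so a raised ERK activity remains a possible explanation, not shown by expression alone. The mitosis genes that passed numbered 6 with all samples, 2 to 4 without *Pten* mutant pool F2 or F3 or *Pten* *Kras* mutant sample F2 or F3, 11 without sample F1 and 0 without *Pten* mutant pool F1.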

How the results depend on the processing

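Leaving out 2 pools together and the exact permutation of list means were chosen after the values were seen.

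The counts of called genes between ATCs and wild type pools, double mutant pools and FTCs, and of FTCs, *Pten* mutant and double mutant pools against wild type pools, stayed within 1.5 times of the reported count under every alternative that keeps the thresholds. Leaving out 1 replicate gave 2350 to 2537 genes for ATCs against wild type pools, 2106 to 2472 against double mutant pools, 2330 to 2566 against FTCs, 682 to 902 for FTCs against wild type pools, 369 to 587 for FTCs against *Pten* mutant pools, 214 to 259 for *Pten* mutant against wild type pools, 373 to 392 for double mutant against wild type pools, 292 to 370 for the *Pten* *Kras* mutant against the *Pten* mutant and 767 to 856 against wild type. Without a fold minimum, ATCs against wild type pools gave 8487 genes at an adjusted p under 0.05 and 9702 at an adjusted p under 0.1.

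The small counts moved more, and the cause was not tested. Values given for all probe sets count probe sets, not genes. For the *p53* mutant against wild type, where 5 genes were called, all probe sets gave 9, the filter on low values 3, array weights 12, leaving out the 2 pools with high mitosis genes 10, and leaving out 1 replicate from 1 to 7. For the double mutant against the *Pten* mutant, where 60 were called, all probe sets gave 149, array weights 94, all 31 arrays in one fit 12, female pools only 37, and leaving out 1 replicate from 46 to 128. The interaction of *Pten* loss with sex gave 2 genes with the filter on low values, 2 with array medians set to a common value, 2 with eBayes with trend and robust, 9 with array weights, 1 with the replicate number as a block, and 0 to 3 when 1 replicate was left out. The interaction of *Pten* and *p53* loss, with 7 genes, gave 3 with all probe sets, 24 with array weights, 2 with the replicate number as a block, 3 with all 31 arrays in one fit, and 1 to 13 when 1 replicate was left out. FTCs against *Pten* mutant pools gave 825 called probe sets with all probe sets, where 499 genes were called. That setting adds probe sets without a single symbol and counts each probe set of a gene.

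Replicate numbers do not pair the samples: with each group's mean removed, arrays of the same number in different groups correlated at -0.007 on average over 110 pairs (-0.457 to 0.564), and arrays of different numbers at 0.003 over 314 pairs. With the replicate number as a block, ATCs against wild type pools gave 2494 genes and 21 lists.

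The lists depended most on the test. Between ATCs and wild type pools 20 lists passed at the preset correlation, 18 to 22 when 1 replicate was left out, and 4 with an estimated correlation. In the other comparisons 153 passed at the preset correlation, 3 with an estimated correlation and 84 by exact permutation, which was run for the comparisons of 2 groups and cannot pass with 3 samples against 3.

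Setting array medians to a common value moved the balance of directions, raising the share of called genes that were higher from 48.8% (1200 of 2457) to 55.6% (1393 of 2507) in ATCs against wild type pools, from 42.3% to 52.2% in the double mutant against wild type, from 33.6% to 46% in FTCs against wild type pools, from 46.5% to 59.3% in FTCs against *Pten* mutant pools, from 56.7% to 73.5% in the double mutant against the *Pten* mutant, from 34.6% to 46% in the *Pten* *Kras* mutant against the *Pten* mutant and from 31.6% to 44.9% against wild type. Array medians differed between groups by at most 0.109 on the log2 scale, in the last of these comparisons.

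Of 22330 values of single named genes under alternatives, 20711 kept direction and side of the threshold, 1606 lost the threshold, 3 gained it and 10 changed direction. All of the last are *Steap1*, whose values there lie below the lower quartile of the arrays, and *Itga5*, both near 0: in *Pten* mutant pools against wild type, *Steap1* was -0.034 with female pools only and *Itga5* -0.004 to 0.092 when 1 replicate was left out; in double mutant pools against wild type, *Steap1* was 0.018 after a further quantile normalization, 0.053 with array medians set to a common value and -0.083 to 0.022 when 1 replicate was left out, and *Itga5* -0.002 without a sex term, -0.012 without the 2 pools and -0.032 to 0.083 when 1 replicate was left out. Of 480 values of lists between ATCs and wild type pools, 446 kept direction and side of the threshold, 24 lost it, 10 gained it and 0 changed direction.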

Differences from the paper's values

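No count or fold change of the paper that was computed here at its own thresholds differed from it by more than 1.5 times. Of genes deregulated (genes up and genes down) at the thresholds that the paper states, 2457 were called between ATCs and wild type thyroids, 1200 higher and 1257 lower, where the paper's values are 2960, 1395 and 1565. With all probe sets, an alternative set before the values were seen, 3022 probe sets were called, 1450 higher and 1572 lower. These count probe sets, while the paper gives genes.

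The paper states from real time PCR in other tissues that *Timp1* and *Steap1* were already raised in *Pten* mutant thyroids. On the arrays *Timp1* was higher there by 0.94 (standard error 0.23, adjusted p = 0.00635), while *Steap1* read 5.25 to 5.75 in every array other than the ATCs, below the lower quartiles of the arrays (6.31 to 6.53), so the arrays cannot be set against the PCR for this gene. *Hif1a* is described as raised in ATCs and is shown as protein by western blot; the arrays measure its mRNA, which fell by 0.63 on the log2 scale (standard error 0.15, adjusted p = 0.00379), so the values are of different molecules. *Pkm* and *Hk2*, described as raised together with it, changed by 0.91 (standard error 0.12, adjusted p = 7.56e-05) and 0.61 (standard error 0.22, adjusted p = 0.045). *Hk2* did not pass with all probe sets, with wild type pools of 1 sex only, without wild type pool M1, M2, M3, F2 or F3 or without ATC 1, 2 or 3, with changes of 0.47 to 0.70. The array does not tell the M2 form of *Pkm* apart.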

Other observations

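The exact permutation of list means was chosen after the values were seen, and the test of fat for *Ppargc1a* after the list means of the arrays were seen.

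The *Pten* *Kras* mutant is not reported on in the paper. In its thyroids *Ccnd1*, the epidermal growth factor family gene *Ereg* and the feedback inhibitor gene *Spred1*, all outputs of ERK signaling, were higher than in *Pten* mutant thyroids, and so were *Gng4* and the transporter gene *Slco4c1*. Most adipocyte and macrophage markers were lower, and thyroid differentiation genes had a median change near 0. *Gng4* had a log2 fold change of 2.99 (standard error 0.21, adjusted p = 8.94e-05), *Ccnd1* a log2 fold change of 1.68 (standard error 0.28, adjusted p = 0.00558), *Ereg* a log2 fold change of 1.33 (standard error 0.26, adjusted p = 0.0122) and *Spred1* a log2 fold change of 1.03 (standard error 0.14, adjusted p = 0.00181) in 3 samples against 3 pools. Of 19 ERK output genes, 7 were higher, 1 were lower and 11 did not pass (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.623 with an estimated correlation), and 4 to 8 were higher when 1 sample was left out. Macrophage markers counted 14 lower of 26 (0 higher and 17 lower when adjusted over the list alone; adjusted p = 0.623 with an estimated correlation), and adipocyte markers 16 lower of 27 (0 higher and 20 lower when adjusted over the list alone; adjusted p = 0.623 with an estimated correlation). For mitosis and G2/M, 6 of 49 were higher (31 higher and 0 lower when adjusted over the list alone; adjusted p = 0.623 with an estimated correlation), none when *Pten* mutant pool F1 was left out, and for DNA replication 7 of 32 (19 higher and 0 lower when adjusted over the list alone; adjusted p = 0.623 with an estimated correlation), none without *Pten* mutant pool F1 or F2. Of 18 thyroid differentiation genes, 1 were higher, 1 were lower and 16 did not pass (1 higher and 1 lower when adjusted over the list alone). Exact permutation cannot go below a p of 0.1 with 3 samples against 3. Against wild type pools the lipase gene *Lipk* had a log2 fold change of 4.91 (standard error 0.16, adjusted p = 3.58e-07) and *Lcn2* changed by 3.37, genes that are also among the largest increases in FTCs. Of all genes, 33.5% had no overlap with the *Pten* mutant and 40% none with wild type, where chance gives 10%.

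In ATCs some outputs of ERK were higher, among them *Fosl1*, *Myc* and *Ereg*, and others lower. *Erbb3*, *Tnfsf10* and *Pdk4*, which FoxO factors activate and Akt restrains through FoxO, were also lower. Relative to the wild type mean, the FoxO list averaged -0.69 in ATCs, -0.12 in *Pten* mutant pools, -0.15 in double mutant pools and -0.12 in FTCs. The paper's stained sections had less phosphorylated Akt in anaplastic than in well-differentiated areas, so this decrease is not assigned to Akt. Of 19 ERK output genes, 11 were higher, 3 were lower and 5 did not pass against wild type pools (11 higher and 3 lower when adjusted over the list alone; adjusted p = 0.299 with an estimated correlation), with *Fosl1* at 3.16 and *Myc* at 1.98. Of 24 FoxO targets, 0 were higher, 15 were lower and 9 did not pass (0 higher and 15 lower when adjusted over the list alone), and the list passed with an estimated correlation (adjusted p = 0.0214), with *Erbb3* at -2.84 and *Tnfsf10* at -2.65; *Erbb3* is also an epithelial gene. Against FTCs, 3 FoxO targets were higher and 13 lower (3 higher and 15 lower when adjusted over the list alone; adjusted p = 0.118 with an estimated correlation). The p53 targets moved both ways in ATCs, where of 27 genes 9 were higher, 7 were lower and 11 did not pass (9 higher and 7 lower when adjusted over the list alone), the epithelial gene *Perp* by -3.64 and the cell cycle gene *Gtse1* by 1.62. FTCs, whose genotype the labels do not give and the paper and the series description report differently, had 15 of them higher and 4 lower than wild type pools (15 higher and 4 lower when adjusted over the list alone; adjusted p = 0.0945 with an estimated correlation). Of 20 genes of cholesterol synthesis, 8 were higher, 1 were lower and 11 did not pass (8 higher and 1 lower when adjusted over the list alone), *Sqle* by 1.63 and *Cyp51* by 1.54. Of 17 TGF-beta and Smad targets, 8 were higher, 2 were lower and 7 did not pass (8 higher and 4 lower when adjusted over the list alone), with *Ltbp1* at 1.30 and *Id1* at -1.15. Of 16 interferon response genes, 4 were higher, 2 were lower and 10 did not pass (3 higher and 2 lower when adjusted over the list alone).

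Most glycolysis genes rose in ATCs, where *Slc16a3*, which exports lactate, had a log2 fold change of 2.47 (standard error 0.29, adjusted p = 2.25e-05) and *Pgk1* a log2 fold change of 1.21 (standard error 0.13, adjusted p = 9.91e-06). Of 19 genes, 13 were higher, 0 were lower and 6 did not pass against wild type pools (13 higher and 1 lower when adjusted over the list alone; adjusted p = 0.42 with an estimated correlation). FTCs shared part of this, with 9 higher and 1 lower against wild type pools (9 higher and 1 lower when adjusted over the list alone; adjusted p = 0.543 with an estimated correlation) and 10 higher and 0 lower against *Pten* mutant pools (12 higher and 0 lower when adjusted over the list alone; adjusted p = 0.411 with an estimated correlation). Between ATCs and FTCs 4 were higher and 4 lower (5 higher and 4 lower when adjusted over the list alone). *Ldha* changed by 0.39 in ATCs and 0.66 in FTCs against wild type pools. Of 35 respiratory chain genes, 0 were higher, 8 were lower and 27 did not pass in ATCs (0 higher and 8 lower when adjusted over the list alone).

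Markers of other cells moved in ATCs as follows. Of 20 endothelial genes, 2 were higher, 11 were lower and 7 did not pass (2 higher and 11 lower when adjusted over the list alone; adjusted p = 0.503 with an estimated correlation), *Kdr* by -1.59. B and plasma cell markers numbered 12, of which 1 were higher, 3 were lower and 8 did not pass (1 higher and 3 lower when adjusted over the list alone). Among 10 nerve and Schwann cell genes, 2 were higher, 5 were lower and 3 did not pass (2 higher and 5 lower when adjusted over the list alone), with *Ncam1* at 2.59 and *S100b* at -2.51. Cartilage and tracheal genes counted 20, of which 2 were higher, 6 were lower and 12 did not pass (2 higher and 6 lower when adjusted over the list alone), and erythrocyte genes 6, of which 0 were higher, 1 were lower and 5 did not pass (0 higher and 1 lower when adjusted over the list alone).

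*Timp1* was higher in double mutant than in wild type pools by 1.60 (standard error 0.30, adjusted p = 0.000977), while *Itga5* changed by 0.03 (standard error 0.10, adjusted p = 0.873) there. In *Pten* mutant pools *Itga5* changed by 0.06 (standard error 0.07, adjusted p = 0.633). In *p53* mutant pools *Timp1* changed by 0.38 (standard error 0.30, adjusted p = 0.758).

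*Ppargc1a* was lower in ATCs than in wild type pools by a log2 fold change of -3.72 (standard error 0.24, adjusted p = 2.69e-07), and less fat in the tumor samples was tested as the source. From FTC to ATC it changed by -2.73 (standard error 0.32, 95% interval -3.43 to -2.03) while the adipocyte genes had a median of -0.03, a difference of -2.70 that argues against fat for this part of the decrease. From wild type to FTC it changed by -0.99 (95% interval -1.43 to -0.55) with the adipocyte genes at a median of -2.08, as less fat would predict. Relative to the wild type mean, adipocyte markers averaged -1.92 in double mutant pools, -2.51 in *Pten* *Kras* mutant samples and -2.42 in FTCs. *Ppargc1a* read 10.34 to 10.48, 10.09 to 10.62 and 8.78 to 9.96 in the same order, against 10.24 to 10.85 in wild type pools. These values, compared after they were seen, argue against less fat for this part too. Loss of the thyrocyte program in ATCs stays open and was not tested.

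Chance could be excluded for these counts by other splits of the same arrays, which ignored sex: 2457 genes for ATCs against wild type pools (highest other split 3), 2490 against FTCs (2), 803 for FTCs against wild type pools (373), 499 for FTCs against *Pten* mutant pools (320) and 226 for *Pten* mutant pools against wild type pools (103). The real split also called the most genes in the comparisons with double mutant pools: 2309 for ATCs (14), 383 against wild type pools (218) and 60 against *Pten* mutant pools (23). Double mutant pools were all female and the groups compared with them held both sexes, so splits that ignore sex cannot exclude chance there. Among females, 3 samples against 3 give too few splits for a share under 0.05. For *p53* mutant pools against wild type pools chance could not be excluded, with 5 genes called and up to 115 in another split, which points to a structure of the samples. For the 20 lists that passed between ATCs and wild type pools at the preset correlation chance could not be excluded either, as 16 of 100 splits gave as many and the highest other gave 27. Of all genes, those without overlap between the groups made 19.3% for FTCs against wild type pools and 14.6% against *Pten* mutant pools (chance 0.433%), 7.5% for *Pten* mutant against wild type pools (0.217%), and 23.5% for double mutant against wild type, 13.3% for double mutant against *Pten* mutant and 4.62% for *p53* mutant against wild type pools (2.38%).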
